# Nuclear receptor NR2F6 inhibition potentiates responses to PD-L1/PD-1 cancer immune checkpoint blockade

**DOI:** 10.1038/s41467-018-04004-2

**Published:** 2018-04-18

**Authors:** Victoria Klepsch, Natascha Hermann-Kleiter, Patricia Do-Dinh, Bojana Jakic, Anne Offermann, Mirjana Efremova, Sieghart Sopper, Dietmar Rieder, Anne Krogsdam, Gabriele Gamerith, Sven Perner, Alexandar Tzankov, Zlatko Trajanoski, Dominik Wolf, Gottfried Baier

## Abstract

Analyzing mouse tumor models in vivo, human T cells ex vivo, and human lung cancer samples, we provide direct evidence that NR2F6 acts as an immune checkpoint. Genetic ablation of *Nr2f6*, particularly in combination with established cancer immune checkpoint blockade, efficiently delays tumor progression and improves survival in experimental mouse models. The target genes deregulated in intratumoral T lymphocytes upon genetic ablation of *Nr2f6* alone or together with PD-L1 blockade reveal multiple advantageous transcriptional alterations. Acute *Nr2f6* silencing in both mouse and human T cells induces hyper-responsiveness that establishes a non-redundant T-cell-inhibitory function of NR2F6. NR2F6 protein expression in T-cell-infiltrating human NSCLC is upregulated in 54% of the cases (*n* = 303) and significantly correlates with PD-1 and CTLA-4 expression. Our data define NR2F6 as an intracellular immune checkpoint that suppresses adaptive anti-cancer immune responses and set the stage for clinical validation of targeting NR2F6 for next-generation immuno-oncological regimens.

## Abstract (web summary)

Immune checkpoints blockade (ICB) is a viable anti-cancer strategy. Here the authors show that nuclear receptor NR2F6 acts as an immune checkpoint in T cells and, using mouse models and human T cells, they show NR2F6 inhibition might improve current ICB therapy or work as an alternative therapeutic strategy.

## Introduction

Dysfunction of appropriate immune responses is a crucial event in cancer development and progression. The development of immuno-oncological therapies is likely to revolutionize cancer care in the future^1–10^. Particularly, antibodies blocking cell surface immune system inhibitory receptors, such as cytotoxic T lymphocyte-associated protein 4 (CTLA-4) and programmed cell death-1 and its ligand-1 (PD-1)/(PD-L1), referred to as “immune checkpoints”, have been approved for many cancer types including melanoma, non-small cell lung cancer (NSCLC), urothelial cancer and Hodgkin’s Lymphoma^11–17^. In addition, adoptive T-cell transfer and cancer vaccines are also providing more encouraging results, especially when combined with antibodies antagonizing the above-mentioned immune checkpoints^18–20^. Even though encouraging, the percentage of patients profiting from these therapies is limited, highlighting the need to further improve immune-activating therapy concepts. Particularly, the identification and validation of alternative and potentially additive or even synergistic immune checkpoint candidates is envisioned to improve immunotherapies and extend their benefits to a larger number of cancer patients.

Pursuing this vision, we considered it reasonable to explore the checkpoints that might be located inside the immune cells, besides those present on the cell surface, and might be suitable targets for future cancer drugs. Following this line of argumentation, we demonstrated the crucial role of the lymphocyte-intrinsic orphan nuclear receptor NR2F6 (Nuclear receptor subfamily 2, group F, member 6; alias Ear2 and COUP-TFIII) as an intracellular checkpoint candidate fine-tuning adaptive immunity. NR2F6 induced an anti-inflammatory signal in the T-cell compartment. Consistent with this observation, *Nr2f6*-deficient mice spontaneously developed a late-onset autoimmune-type phenotype and were hyper-susceptible to induction of experimental neuroinflammation^21^. Mechanistically, NR2F6 acts as an essential signaling intermediate and sets the threshold of T-cell effector functions by acting as a transcriptional repressor that directly antagonizes the DNA accessibility of activation-induced NFAT/AP-1 transcription factors at key cytokine gene loci such as *Il2* and *Ifng*^22^.

Recently, it has been shown that the genetic elimination of NR2F6 improves intratumoral CD4^+^ and CD8^+^ T-cell infiltration as well as effector functions at the tumor site in transplantable B16-OVA mouse tumor model systems^23^. Importantly, these tumor growth effects depend primarily on NR2F6 function in both CD4^+^ and CD8^+^ effector (but not regulatory) T-cell subsets. However, a rigorous assessment of the physiological relevance of NR2F6 function in clinically relevant mouse cancer model systems as well as in human T-cell biology has not yet been carried out. Employing methylcholanthrene (MCA)-induced sarcoma as well as MC38 colon adenocarcinoma model systems and human *NR2F6* knockdown T-cell cultures as well as analyzing tumor-infiltrating lymphocytes (TIL) in human NSCLC biopsy samples, we here provide strong pre-clinical evidence that upregulation of NR2F6 at the tumor site renders effector T cells incapable of mounting sufficient anti-cancer immune response. Most importantly, combined genetic ablation of NR2F6 with the established PD-L1 checkpoint blockade is strongly synergistic. Furthermore, these clear anti-tumor immune responses in the *Nr2f6*^−/−^ therapy groups were not accompanied by any signs of immune-related adverse events (irAE). Thus, our study sets the stage for future clinical validation of NR2F6 targeting as a mechanistically independent and potentially synergistic option to improve the efficacy of immuno-oncology therapies.

## Results

### Loss of NR2F6 function augments tumor rejection

*Nr2f6*-deficient mice were significantly more resistant to development of MCA-induced sarcoma than wild-type mice (Fig. 1a) and exhibited reduced tumor growth during challenge with a primary sarcoma cell line derived from MCA-treated wild-type mice (Fig. 1b, c). Intratumoral immune cells in the MCA sarcoma model contained more abundant CD45^+^ and CD3^+^ lymphocytes in *Nr2f6*^−/−^ versus wild-type *Nr2f6*^+/+^ mice (Fig. 1d, e). The CD3^+^ pool of TILs from these tumors showed no preference for the CD4^+^ or the CD8^+^ population (Supplementary Fig. 1H, I). In addition to the spontaneous MCA tumor model, we challenged wild-type and *Nr2f6*-deficient mice subcutaneously with the transplantable colon adenocarcinoma cell line MC38 and observed decreased tumor outgrowth (Fig. 1f) and a significant survival benefit (Fig. 1g) in *Nr2f6*^−/−^ mice. These results firmly establish that the genetic ablation of *Nr2f6* improves immune-mediated tumor control, finally resulting in a striking benefit in these advanced mouse models relevant to clinical cancer.

**Fig. 1:**
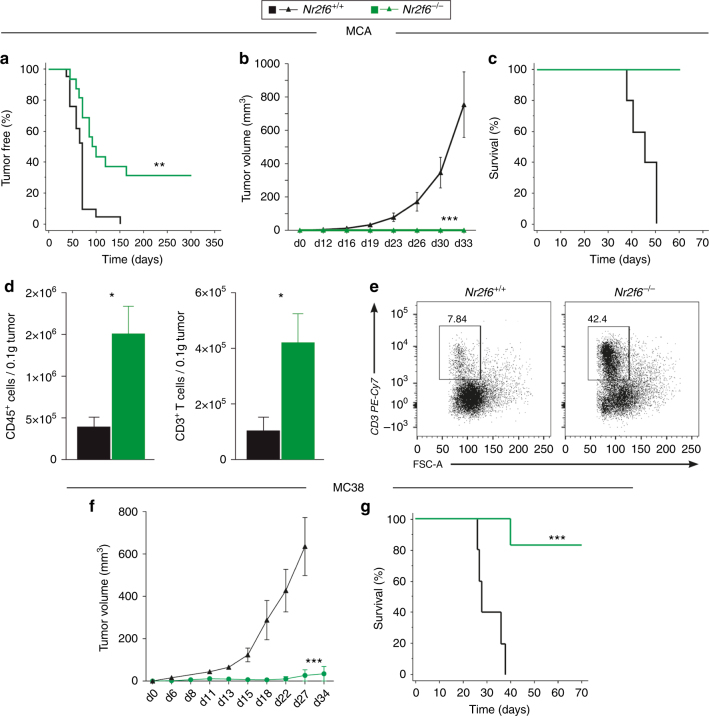
*Nr2f6*^−/−^ mice reject transplantable chemically and induced subcutaneous tumors. **a** Wild-type (*n* = 15) and *Nr2f6*-deficient (*n* = 18) mice were injected with 200 µg MCA and monitored over 300 days; the percentage of sarcoma-free mice is shown (*p* = 0.0007, ANOVA). From the MCA-induced pool of mice, several cell lines were generated. Tumor growth (**b**) and survival (**c**) of one representative wild-type tumor cell line re-injected into wild-type and *Nr2f6*^−/−^ mice (*n* = 6) with 1×10^6^ cells/mouse is shown (*p*<0.0001, **b** ANOVA, **c** log-rank test). **d** Significantly enhanced absolute cell numbers of tumor-infiltrating CD45^+^ leukocytes (*p* = 0.018, unpaired *t-*test, *n* = 5) and CD3^+^ T cells (*p* = 0.031, unpaired *t*-test, *n* = 5) per 0.1 g of tumor tissue in wild-type (black) and *Nr2f6*^−/−^ (green) mice spontaneously developing chemically induced (MCA) sarcomas. **e** Representative dot blots of tumor-infiltrating CD3^+^ T cells from *Nr2f6*^+/+^ or *Nr2f6*^−/−^ mice are depicted. Numbers adjacent to outlined areas indicate the percentage of positive cells relative to parental CD45^+^ gate. Summary of 2−3 independent experiments is shown and data are expressed as the mean ± SEM. **f** The kinetics of tumor cell growth in *Nr2f6*^+/+^ (*n* = 12, black) and *Nr2f6*^−/−^ (*n* = 6, green) mice subcutaneously injected with 5×10^4^ MC38 colon carcinoma cells (*p* < 0.0001, ANOVA) as well as **g** significant survival benefit in *Nr2f6*^−/−^ by a Kaplan-Meier curve are shown, and statistically analyzed by a log rank test (*p* = 0.0007, log-rank test)

Of note, the augmented anti-tumor immune response in *Nr2f6*^−/−^ mice were linked to a markedly higher PD-1 and PD-L1 expression on CD8^+^ and CD4^+^ T-cell subsets in vitro when compared to wild-type animals (Supplementary Fig. 1A–D), suggesting a potential resistance mechanism via upregulation of T-cell exhaustion markers. Interestingly, PD-L1 expression was increased not only in CD45^+^ leukocytes (Supplementary Fig. 1F) but also in CD45^−^ cells (Supplementary Fig. 1E) when comparing wild-type and *Nr2f6*-deficient B16-OVA tumor-bearing mice on d14 after tumor challenge, suggesting that loss of NR2F6 in T cells overcomes even high expression of these well-known immune-suppressive checkpoint receptors. In order to exclude “emergency” granulo-monocytopoesis as a main or contributing factor to the enhanced tumor rejection in *Nr2f6*-deficient mice, hematopoietic stem cells, myeloid progenitor cells and myeloid cells within the bone marrow were investigated following tumor induction. In line with this observation also no differences between wild-type and *Nr2f6*-deficient myeloid cells such as neutrophils (CD45^+^Ly-6G^+^CD11b^+^), eosinophils (CD45^+^Ly-6G^−^SSC^hi^) or monocytes (CD45^+^Ly-6G^−^CD11b^+^), within latter population divided into CD115^+^Ly-6C^lo^ and CD115^+^Ly-6C^hi^ cells, were observed (Supplementary Fig. 1J, K). Together, in *Nr2f6*-deficient tumor-bearing mice, no significant differences in the frequency or number in either of these innate immune cell populations could be detected on day 14.

### Genetic ablation of NR2F6 augments PD-L1 blockade therapy

Based on these findings, we next studied immunotherapy regimens targeting different checkpoints concomitantly. Challenging *Nr2f6*^+/+^ and *Nr2f6*^−/−^ mice with a high tumor load of 5×10^5^ B16-OVA or 7.5×10^5^ MC38 colon carcinoma cells, all wild-type mice receiving control IgG injections rapidly developed tumors and had to be sacrificed due to ethical reasons at the latest by d21 post injection. In line with our previous results, tumor outgrowth in IgG2b-treated control group of *Nr2f6*^−/−^ mice was significantly delayed even with this high tumor load and was well comparable to the benefit of blocking the interaction of PD-1 with its ligand PD-L1 in vivo in wild-type mice (Fig. 2a−d). As a remarkable result, however, a clear synergistic benefit of PD-L1 blocking in *Nr2f6*^−/−^ mice could be observed. This combination therapy was clearly more potent than targeting a single immune checkpoint and even led to rejection of tumors upon challenge with such very high tumor cell numbers of both the B16-OVA (Fig. 2a, b) as well as the MC38 mouse tumor cell line (Fig. 2c, d and Supplementary Fig. 2A−E). Of note, immune infiltration analyses in vivo of the *Nr2f6* knockout group in those high-dose tumors models, in principle, recapitulated the situation of the low dose model (see Supplementary Fig. 3A, B). This provides strong preclinical evidence that NR2F6 and PD-1 signaling may act together as “threshold regulators” in host-protective tumor immunity. Despite the dramatically improved clinical outcome in *Nr2f6*^−/−^ tumor-bearing mice subjected to PD-L1 blocking (combinatorial NR2F6/PD-L1 inhibition group) when directly compared to wild-type mice under mono-therapy, no exacerbated signs of irAE were observed during a follow-up period of 3 months (Table 1). We did not see any significant differences in immune cell infiltrates, colon length or weight gain after anti-PD-L1 treatment in *Nr2f6*-deficient mice, when compared to wild-type mice similarly treated (unpaired Student’s *t*-test). To evaluate the contribution of CD4^+^ and CD8^+^ T cells to the observed decreased tumor outgrowth, we challenged *Nr2f6*^−/−^ subcutaneously with 1×10^5^ B16-OVA melanoma cells and treated them with CD4^+^ and CD8^+^ depleting antibodies. We could show a significantly enhanced tumor outgrowth in *Nr2f6*^−/−^ mice treated with a combination of CD4^+^ and CD8^+^ depleting antibodies when compared to the IgG2b-treated *Nr2f6*^−/−^ control group (Supplementary Fig. 2F).

**Fig. 2:**
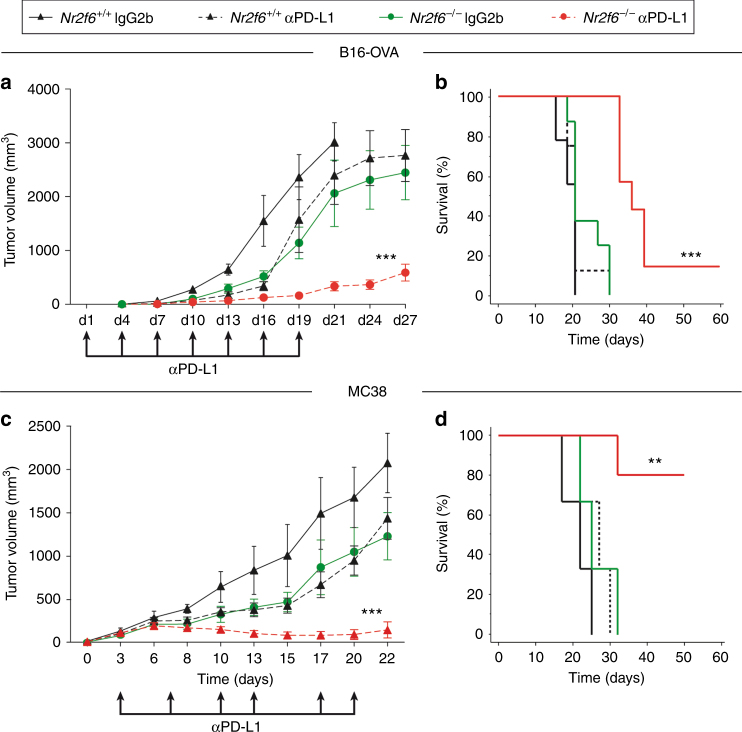
Gene ablation of NR2F6 acts as “sensitizer” for the established immune checkpoint blockade in mouse tumor models in vivo. **a** Tumor growth curve (*p*<0.0001, ANOVA, *n* = 9) and **b** Kaplan−Meier survival curve (*p*<0.0001, log-rank test, *n* = 9) of *Nr2f6*^+/+^ and *Nr2f6*^−/−^ mice that received the high dose of 5×10^5^ B16-OVA tumor cells subcutaneously and were treated either with “mono-therapies” of genetic *Nr2f6* inhibition (green, IgG2b) or PD-L1 blockade in wild-type mice (dashed black, employing the established Ab10F.9G2) or treated with a “combination therapy” (red) (*n* = 8). **c** Tumor growth (*p* < 0.0001, ANOVA) and **d** Kaplan−Meier survival curves (*p* = 0.0031, log-rank test) of *Nr2f6*^+/+^ and *Nr2f6*^−/−^ mice that received the high dose of 7.5×10^5^ MC38 tumor cells subcutaneously and were treated either with “mono-therapies” of genetic *Nr2f6* inhibition (green, IgG2b isotype control, *n* = 7) or PD-L1 blockade in wild-type mice (dashed black, *n* = 10, the latter employing the established protocol with neutralizing Ab10F.9G2) or with a “combination therapy” (red, *n* = 12) (wild-type IgG2b control group, black, *n* = 5). Results shown are derived from at least two independent experiments. Error bars represent the mean ± SEM

**Table 1:** Immune-related adverse events (irAE) of MC38-tumor-bearing mouse treatment groups

	*Nr2f6*^+/+^ IgG	*Nr2f6*^−/−^ IgG	*p* value	*Nr2f6*^+/+^ α*PD-L1*	*Nr2f6*^−/^^−^ αPD-L1	*p* value
Colon length (cm)	10.3 ± 0.1	9.4 ± 0.4	0.066	9.4 ± 0.3	9.3 ± 0.3	0.82
Spleen weight (mg)	119 ± 15.2	110 ± 17.3	0.70	112 ± 4.6	119 ± 15.9	0.69
Spleen cellularity (×10^7^)	5.9 ± 0.5	4.3 ± 0.7	0.11	5.0 ± 0.7	5.6 ± 0.7	0.56
Weight gain d90 (% BW)	19 ± 3.3	20.5 ± 6.5	0.89	22 ± 2	30 ± 5	0.42
CD3^+^	29.7 ± 4.6	29.9 ± 4.4	0.98	29.9 ± 1.8	30.3 ± 4.1	0.94
CD3^+^CD69^+^	12.3 ± 1.3	13.9 ± 2.7	0.62	9.5 ± 1.5	10.9 ± 1.2	0.52
CD4^+^	24.2 ± 1.1	24.6 ± 0.5	0.77	22.6 ± 2.5	21.7 ± 1.4	0.77
CD4^+^CD62L^+^CD44^+^	8.2 ± 0.7	6.4 ± 0.8	0.13	8.4 ± 0.6	7.6 ± 0.4	0.30
CD8^+^	14.3 ± 1.3	12.6 ± 0.3	0.24	13.3 ± 1.7	11.4 ± 0.9	0.38
CD8^+^CD62L^+^CD44^+^	16.9 ± 1.2	9.7 ± 0.7	0.13	18.7 ± 1.2	11.6 ± 0.1	0.003
B220^+^	37 ± 5.5	46.3 ± 1.2	0.15	48.5 ± 1.3	47.5 ± 3.8	0.79
CD11b^+^	9.5 ± 1.9	7.0 ± 0.6	0.27	8.8 ± 0.4	5.5 ± 0.6	0.003
CD11b^+^Ly6C^+^Ly6G^+^	41.3 ± 3.1	39 ± 2.5	0.59	45.8 ± 3.9	39.2 ± 2.2	0.21
RBC (10^6^/mm^3^)	11.5 ± 0.3	11.3 ± 0.1	0.72	12.2 ± 0.7	11.5 ± 0.6	0.47
WBC (10^3^/mm^3)^	8.3 ± 0.3	12.3 ± 1.9	0.076	10.7 ± 1.2	8.2 ± 1.4	0.45
Hematocrit (%)	59.1 ± 3.2	55.3 ± 0.7	0.29	56.5 ± 1.9	58.7 ± 3.3	0.62
Lymphocytes (%)	75.5 ± 2.3	77.4 ± 2.0	0.56	75.6 ± 4.0	79.6 ± 3.4	0.49
Monocytes (%)	4.5 ± 0.4	4.5 ± 0.3	0.92	4.8 ± 0.7	4.3 ± 0.7	0.67
Granulocytes (%)	20.1 ± 1.9	18.1 ± 1.8	0.49	19.6 ± 3.2	16.1 ± 3.0	0.46

Taken together, genetic NR2F6 ablation acts as a “sensitizer” that allows improved therapeutic activity of the clinically approved PD-1/PD-L1 axis blockade in experimental mouse tumor model systems. Hence, releasing the inhibition imposed by NR2F6 appears to be a suitable strategy to vastly enhance efficacy of cancer immunotherapy.

### Coinhibition of NR2F6 and PD-1 alters gene signatures of TIL

It has been shown that NR2F6-mediated transcriptional repression of key cytokine gene loci such as *Ifng* and *Il2* contributes to an immune suppressed state of tumor antigen-specific effector T cells at the tumor site^23^. However, the specific target genes of NR2F6 on a systemic level remained undefined. It was thus mandatory to further investigate the network of critical target genes suppressed and/or activated by *Nr2f6* gene induction within the tumor microenvironment (TME).

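RNA sequencing was performed on CD3+ TILs from B16-OVA tumors. B16-OVA is a mouse melanoma cell line made to express ovalbumin as a model tumor antigen. *Nr2f6*+/+ and *Nr2f6*-/- mice received 500000 tumor cells s.c. and, from d3 on, repeated i.p. injections of 0.5 mg of an anti-PD-L1 antibody or of IgG2b, its control antibody. Tumors were harvested at d14. T cells were pre-sorted with beads for CD4 and CD8, pooled and sorted for CD3, so each value is an average over a mixture of CD4+ and CD8+ T cells. The libraries were made with a kit that reads the 3′ ends of transcripts. The sample labels give 3 *Nr2f6*+/+ IgG2b, 3 *Nr2f6*-/- IgG2b, 6 *Nr2f6*+/+ αPD-L1 and 6 *Nr2f6*-/- αPD-L1 samples, 18 in all, whereas the legend of Fig. 3a gives 5 samples in each αPD-L1 group. The library numbers in the labels fall into 2 sets. The first set holds replicates 1 to 3 of all 4 groups, and the second holds replicates 4 to 6 of the αPD-L1 groups only, so that treatments can be compared within the first set alone.
The authors trimmed the reads with Cutadapt and Trimmomatic, removed short reads, mapped the rest to mm10 with STAR and then Bowtie2, kept the primary alignment of reads with several positions, and counted reads per gene with HTSeq-count. The deposited values are these counts divided by a size factor per sample. Multiplied by that factor, 100% of the values were whole numbers, which gives the number of reads counted on genes in each sample. It was between 14743758 and 17327838 in *Nr2f6*+/+ IgG2b (median 16864805), between 14766180 and 16377525 in *Nr2f6*-/- IgG2b (median 15755310), between 13963967 and 18609482 in *Nr2f6*+/+ αPD-L1 (median 17252334) and between 12473391 and 18362990 in *Nr2f6*-/- αPD-L1 (median 16359441). The paper states an average of 28 M reads per sample after adapter trimming, and the values used here rest on the reads counted on genes. The 10 genes with the most reads took between 9.12% and 14.9% of a sample's reads, and between 11107 and 13655 genes were detected per sample. The smallest expression that this depth can show, set at 3 reads, was between 2.46 and 3.64 normalized counts, which covers counting error only. Samples of the same group correlated with a mean Pearson's r of 0.818 across genes (range 0.768 to 0.863 over 36 pairs of samples).
For the comparisons, 1 was added to each normalized count before taking log2, and the 11992 of 37236 genes with a mean of at least 10 normalized counts were tested with limma in one model of the 4 groups over all 18 samples. The tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are differences of group means on this log2 scale. The added 1 understates the change of genes with low counts. Single samples at 0, as for *Tnf*, can instead overstate a change against the ratio of the mean counts.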

In order to determine the transcriptional signatures of the observed superior cancer immune response associated with genetic *Nr2f6* inhibition, alone and particularly in combination with the established PD-1/PD-L1 axis blocking, we next examined the network of critical target genes in CD3^+^ TILs, employing a stratified CD45^+^/CD3^+^ sorting strategy. As expected, tumor growth in *Nr2f6*^−/−^ mice was significantly reduced (Supplementary Fig. 3A) and tumors exhibited significantly increased numbers of tumor-infiltrating CD45^+^CD3^+^ T cells when compared to wild-type animals, calculated at the level of total numbers on a tumor size basis (Supplementary Fig. 3B). RNA sequencing (RNAseq) analysis of TILs derived from wild-type and *Nr2f6*^−/−^ tumor-bearing mice collected at d14 after B16-OVA tumor cell injection clearly demonstrated that the NR2F6- and PD-1-mediated immune-suppressive pathways are mechanistically distinct (Fig. 3a). 

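*Nr2f6* itself, on chromosome 8 of GRCm38.p6 from 71374118 to 71381967, had 0 reads in all 9 *Nr2f6*-/- samples. In *Nr2f6*+/+ mice it had 52.3 ± 42.9 normalized counts (SD, n = 3) with IgG2b, with samples between 20.2 and 101, and 90.4 ± 63.9 (SD, n = 6) with anti-PD-L1, with samples between 26.1 and 201. Set against the smallest value the depth can show, expression in *Nr2f6*-/- mice was at least 30.6-fold lower with anti-PD-L1 and at least 17.8-fold lower with IgG2b. The exact permutation test (two-sided) gave p = 0.00216 with anti-PD-L1 and p = 0.1 with IgG2b, in both cases the smallest p these group sizes allow. The limma test with anti-PD-L1 gave a log2 fold change of −6.19 (standard error 1.06, adjusted p = 0.00431).
Principal component analysis was run on the 500 most variable genes. Over the 16 samples read by eye from Fig. 3a, the first component held 19.2% and the second 9.53% of the variance. On the first component all IgG2b samples lay at or under −18.9 and all αPD-L1 samples at or above −6.88. On the second component all *Nr2f6*+/+ samples lay at or under −2.22 and all *Nr2f6*-/- samples at or above 11.8, so that neither factor's groups overlapped. Of the total variance, 9.41% lay between the genotypes, against a mean of 5.93% over the 5040 assignments of genotype within treatment (permutation test, p = 0.000397). Between the treatments lay 16.6%, against a mean of 6.47% over the 3136 assignments of treatment within genotype (permutation test, p = 0.000319). The first library set alone moved these shares most upward, to 11.6% for genotype and 19.6% for treatment, each with a permutation p of 0.005.
As read by eye, the 2 samples left out of Fig. 3a were *Nr2f6*+/+ αPD-L1 replicate 3 and *Nr2f6*-/- αPD-L1 replicate 4. Single digits of the printed library numbers were not fully certain. The paper's text gives no reason for leaving samples out. Over all 18 samples, the components held 16.8% and 8.86%. The IgG2b samples still lay apart from the αPD-L1 samples on the first component, at or under −20.9 against at or above −10.5. On the second component the genotypes overlapped, since *Nr2f6*+/+ αPD-L1 replicate 3 (10.2 on the first, 8.01 on the second component) lay above *Nr2f6*-/- αPD-L1 replicate 6 (5.02 on the second). *Nr2f6*-/- αPD-L1 replicate 4 lay at 19.5 and 26.3. The share between the genotypes was 8.54% (permutation test, p = 0.000108) and that between the treatments 14.6% (permutation test, p = 0.000142). Citing Fig. 3a, the paper states that RNA sequencing of TILs showed the suppressive pathways of NR2F6 and PD-1 to be mechanistically distinct.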

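In *Nr2f6*+/+ mice, 29 genes differed between anti-PD-L1 and IgG2b with an adjusted p-value under 0.05 in limma, and all 29 were lower with anti-PD-L1. The samples of the 6 and the 3 mice did not overlap for any of the 29, a separation that chance gives a gene, in either direction, with a probability of 0.0238. This probability holds for a gene not chosen by its values. The 29 were chosen for their group difference, so their separation is no independent evidence. With an unadjusted p under 0.05 there were 868 genes, 263 higher and 605 lower, where 5% of the genes tested is 600. The count was 26 over the 16 samples of Fig. 3a. Among the alternatives that kept the adjusted threshold, DESeq2 on the recovered reads moved it most, to 94 genes, 36 higher and 58 lower, while edgeR gave 19. The first library set alone gave 30 genes, 18 of them among the 29, and the library set as a covariate 12, with 10 among the 29. The largest decreases were in *Ppbp* (log2 fold change −7.48, standard error 1.19, adjusted p = 0.00136 from limma), *Arg1* (−7.46, adjusted p = 0.0363), *Tppp3* (−7.42, adjusted p = 0.0482), *Gm24497* (−6.69, adjusted p = 0.0169) and *Vipr1* (−6.36, adjusted p = 0.0482). *Ppbp* was at 230 ± 197 normalized counts (SD, n = 3) with IgG2b and at 0 in all 6 αPD-L1 samples. The mean of 14 macrophage marker genes was lower with anti-PD-L1 as well, by −2.95 on the log2 scale (exact permutation test, p = 0.0119, the smallest p that 3 against 6 mice allow), and by −3.22 within the first library set. With each sample's mean of these markers, which did not overlap between the treatments, as a covariate, 1 of the 29 genes kept an adjusted p under 0.05.
In *Nr2f6*-/- mice, 39 genes differed between anti-PD-L1 and IgG2b, 16 higher and 23 lower, and 9 of them were among the 29 genes of *Nr2f6*+/+ mice. Over the 16 samples the count was 36. The first library set alone gave 8 genes, 7 of them among the 39, and DESeq2 gave 230, 143 higher and 87 lower. *Tox2* was higher with anti-PD-L1 (log2 fold change 2.30, standard error 0.45, adjusted p = 0.0134 from limma), and *Ccl12* (−7.69, adjusted p = 0.0186) and *Ccl2* (−4.99, adjusted p = 0.0186) were lower. The macrophage markers were lower in these mice as well, by −3.11 (exact permutation test, p = 0.0119, adjusted p = 0.0595 over 20 scores). RNA from macrophages is therefore a candidate source for part of the lower genes here too.
With IgG2b, no gene differed between *Nr2f6*-/- and *Nr2f6*+/+ mice at this threshold (0 genes, smallest adjusted p = 0.0836), and 641 genes had an unadjusted p under 0.05 in limma. DESeq2 gave 88 genes, no filter on low counts 14, sample weights 4 and a pseudocount of 10 gave 1. *Nr2f6* had an adjusted p of 0.579 there, with 3 samples in each group. Between *Nr2f6*-/- mice with IgG2b and *Nr2f6*+/+ mice with anti-PD-L1, 55 genes differed, 36 higher and 19 lower in the *Nr2f6*-/- mice, and 32 over the 16 samples. The first library set alone gave 36 genes, the library set as a covariate 25 and the replicate number as a block 16, while DESeq2 gave 281, 112 higher and 169 lower. Among the lower ones were *Nr2f6* and *Clgn* (log2 fold change −6.57, standard error 1.19, adjusted p = 0.00563 from limma). *Clgn* lies on chromosome 8, 12.0 Mb from *Nr2f6*.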

Further, the control IgG2b-treated or PD-L1 mono-therapy groups were distinctly different with respect to gene expression programs (Supplementary Fig. 3D–F). 

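Between *Nr2f6*-/- mice with anti-PD-L1 and *Nr2f6*+/+ mice with IgG2b, 74 genes had an adjusted p under 0.05 in limma, 19 higher and 55 lower with the combination, and 70 genes over the 16 samples of Fig. 3a. The groups did not overlap for 72 of the 74. The chance probability of 0.0238 per gene again does not hold for genes chosen for their group difference. The first library set alone gave 50 genes, 29 of them among the 74, and DESeq2 gave 177, 92 higher and 85 lower. *Ccl5* (log2 fold change 1.69, standard error 0.27, adjusted p = 0.00186 from limma), *Entpd1* (1.63, adjusted p = 0.00698) and *Ccl4* (1.52, adjusted p = 0.0184) were among the higher genes. *Arg1* (−8.59, adjusted p = 0.00808 from limma), *C3ar1* (−8.24, adjusted p = 0.00698) and *Pf4* (−8.08, adjusted p = 0.0100) were among the lower ones. The mean of the macrophage markers was lower with the combination too, by −3.65 (exact permutation test, p = 0.0119, adjusted p = 0.0595 over 20 scores). RNA from macrophages is therefore a candidate source for part of the lower genes. No covariate was run for this comparison.
Between *Nr2f6*-/- and *Nr2f6*+/+ mice that both received anti-PD-L1, 21 genes differed, 11 higher and 10 lower in *Nr2f6*-/- mice. The 6 against 6 samples did not overlap for 14 of them. For a gene not chosen by its values this separation has a chance probability of 0.00216, which does not hold for these chosen genes. Over the 16 samples the count was 29, and 17 of the 21 genes were among them. For the ClueGO input the methods give a p-value under 0.05 and do not say whether it was adjusted. With an unadjusted p under 0.05 there were 1167 genes, 559 higher and 608 lower. DESeq2 on the recovered reads called 184 genes and edgeR 22. Within the first library set 34 genes passed the adjusted threshold, and within the second 0, with 755 genes at an unadjusted p under 0.05. The 21 genes had the same direction in both sets, which were part of the data they were chosen from.
Among the genes whose samples did not overlap, the largest increases were in *Gm24497* (log2 fold change 5.00, standard error 1.09, adjusted p = 0.0468 from limma), *Gm24265* (2.30, adjusted p = 0.00147), *Rgs2* (1.76, adjusted p = 8.85e-05), *Gem* (1.36, adjusted p = 0.0232) and *Entpd1* (1.27, adjusted p = 0.0133). *Rgs2* was at 9939 ± 3826 normalized counts (SD, n = 6) in *Nr2f6*-/- and at 2699 ± 399 (SD, n = 6) in *Nr2f6*+/+ mice. Besides *Nr2f6*, the largest decreases among these genes were in *Utf1* (−5.54, adjusted p = 0.00450 from limma), *Tff1* (−5.23, adjusted p = 0.00147), *Tpm4* (−1.74, adjusted p = 8.06e-07) and *Mrpl45* (−1.59, adjusted p = 0.0274). *Tpm4* lies on chromosome 8 of GRCm38.p6 from 72135288 to 72153142, 0.753 Mb from *Nr2f6*, and was also lower in *Nr2f6*-/- mice with IgG2b (log2 fold change −0.97). Of the 21 genes, 6 also differed between the combination and IgG2b-treated *Nr2f6*+/+ mice. A test of whether the effect of anti-PD-L1 differed between the genotypes found 0 genes (smallest adjusted p = 0.330 from limma), with 596 at an unadjusted p under 0.05, while DESeq2 gave 76 genes and no filter on low counts 5.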

Simultaneous genetic ablation of NR2F6 and PD-1/PD-L1 interaction blockade significantly affected multiple gene ontology terms analyzed by ClueGO (Supplementary Table 1–6). 

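Gene sets were tested on the log2 fold changes between *Nr2f6*-/- and *Nr2f6*+/+ mice with anti-PD-L1 by pre-ranked enrichment (fgsea), over 14 sets. They were Reactome sets in place of the GO terms and marker lists in place of the metagenes, whose member genes are not used here. The paper's ClueGO test asks which terms are overrepresented among differentially expressed genes, and enrichment of a ranked list does not repeat it. None of the sets had an adjusted p under 0.05, and 1 of the 14 had an unadjusted p under 0.05. The alternative that moved this count most was ranking by limma's moderated t in place of the log2 fold change, with 7 sets. With the limma functions camera and fry, 6 and 4 sets passed. The normalized enrichment score of cytotoxic effector genes was 0.95 (adjusted permutation p = 0.825), and 15 of the 19 genes tested were higher in *Nr2f6*-/- mice, with a median log2 fold change of 0.59. Ranked by moderated t, its score was 2.15 (adjusted permutation p = 0.000472), and with the 16 samples of Fig. 3a it was −0.94. T-cell receptor signaling had a score of 0.90 (adjusted permutation p = 0.825), with 38 of 51 genes higher, and 1.65 (adjusted permutation p = 0.0119) when ranked by moderated t. TNF signaling had a score of 0.94 (adjusted permutation p = 0.825), with 6 of 9 genes higher.
Interferon gamma signaling had a score of −0.91 (adjusted permutation p = 0.825), although 39 of its 69 genes were higher, and the sign turned to 1.29 (adjusted permutation p = 0.127) when ranked by moderated t. Camera and fry also gave the set as higher, with an adjusted p of 0.458 and 0.235. The mean log2 expression of its genes was 8.64 ± 0.0445 (SD, n = 6) in *Nr2f6*-/- and 8.73 ± 0.116 (SD, n = 6) in *Nr2f6*+/+ mice, a difference of −0.08 within the spread of the replicates (exact permutation test, p = 0.132). This difference was −0.02 within the first and −0.14 within the second library set. *Ifng* was at 5168 ± 2089 normalized counts (SD, n = 6) in *Nr2f6*-/- and 3895 ± 799 (SD, n = 6) in *Nr2f6*+/+ mice (log2 fold change 0.35, standard error 0.20, adjusted p = 0.610 from limma). *Tnf* was at 379 ± 185 and 205 ± 173 (SD, n = 6 each), with a log2 fold change of 1.93 (standard error 0.93, adjusted p = 0.507 from limma), of 3.27 within the first and 0.60 within the second library set.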

Detailed analysis of differentially expressed genes with respect to overrepresented GO terms showed upregulation of several immune processes related to adaptive immune activation responses such as cell-mediated cytotoxicity, IFNγ signaling, T-cell receptor signaling and TNF signaling pathways (Fig. 3b, c and Supplementary Table 1–6). Processes related to nucleosome assembly or RNA transport were downregulated (Fig. 3d). Furthermore, gene set enrichment analysis showed enrichment of genes associated with T cells in general and Th1 cells in particular (Fig. 3e) in *Nr2f6*^−/−^ tumor-bearing mice treated with the anti-PD-L1. 

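In the same comparison, the Reactome set for nucleosome assembly had a normalized enrichment score of 1.20 (adjusted permutation p = 0.616), with 19 of its 38 genes higher and 19 lower in *Nr2f6*-/- mice. The score stayed above 0 under all alternatives run for gene sets, between 0.63 and 1.51. Scaling to the same total and sample weights were not run for them. The histone genes had a score of −0.84 (adjusted permutation p = 0.900), with 29 of 52 genes lower. Their direction was not the same in the library sets, with scores of −1.83 in the first and 1.72 in the second. The histone gene *Hist1h1e* fell by 1.98 on the log2 scale in the first set and by 0.39 in the second. Transport of mature transcripts to the cytoplasm had a score of −0.89 (adjusted permutation p = 0.825), and 20 of its 27 genes were lower. The mean log2 expression of this set was 9.89 ± 0.118 (SD, n = 6) in *Nr2f6*-/- and 10.1 ± 0.168 (SD, n = 6) in *Nr2f6*+/+ mice, which did not pass the exact permutation test (difference −0.16, p = 0.0844). Its difference was −0.10 within the first and −0.22 within the second library set. Translation had the lowest score, −1.37 (adjusted permutation p = 0.281), with 107 of 140 genes lower. Ranked by moderated t, its score was −2.88 (adjusted permutation p = 7.95e-20), and camera gave an adjusted p of 2.75e-06 and fry 0.140. Only 60.9% of its members were matched in the data, and its score was −2.02 within the first (adjusted permutation p = 6.38e-07) and 0.75 within the second library set (adjusted permutation p = 0.994).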

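The T cell markers, 18 genes listed before the comparison, had a normalized enrichment score of 1.45 (adjusted permutation p = 0.383), and 17 of the 18 genes were higher in *Nr2f6*-/- mice. The Th1 markers had a score of 1.29 (adjusted permutation p = 0.616), with 14 of 18 genes higher. Both scores stayed above 0 under all alternatives run for gene sets, between 1.03 and 2.02 for T cell and between 0.70 and 1.88 for Th1 markers. Adjusted p-values under 0.05 were reached with ranking by moderated t (0.00318 and 0.0119), with camera (0.00358 and 0.0164) and with fry (0.0140 for both), while the other alternatives ranked by log2 fold change gave none for these 2 sets.
Per sample, the mean log2 expression of the T cell markers was 11.3 ± 0.256 (SD, n = 6) in *Nr2f6*-/- and 11.0 ± 0.190 (SD, n = 6) in *Nr2f6*+/+ mice, a difference of 0.32 (exact permutation test, p = 0.0433, adjusted p = 0.234 over 20 scores). The difference was 0.20 within the first and 0.44 within the second library set. In the same comparison the melanocyte markers, which stand for tumor cells, differed by −1.63 (exact permutation test, p = 0.0541). The macrophage markers differed by −0.69 (exact permutation test, p = 0.292). No covariate was run for the T cell markers, so a different purity of the sort is not ruled out for them. The Th1 markers were at 11.0 ± 0.193 and 10.7 ± 0.305 (SD, n = 6 each), a difference of 0.35 (exact permutation test, p = 0.0411, adjusted p = 0.234), which was 0.58 within the first and 0.11 within the second set. Without *Tnf*, which was at 0 in 1 *Nr2f6*+/+ sample, this difference was 0.25 (exact permutation test, p = 0.0758). The cytotoxic effectors differed by 0.18 (exact permutation test, p = 0.232). With IgG2b, the genotypes differed by 0.16 for T cell markers (exact permutation test, p = 0.3) and by −0.10 for Th1 markers (p = 0.4 in the same exact test), where 3 against 3 mice allow no p under 0.1. The effect of anti-PD-L1 on the Th1 markers was larger by 0.44 in *Nr2f6*-/- than in *Nr2f6*+/+ mice (permutation test of the interaction, p = 0.0170, adjusted p = 0.170).

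**Figure D1:**
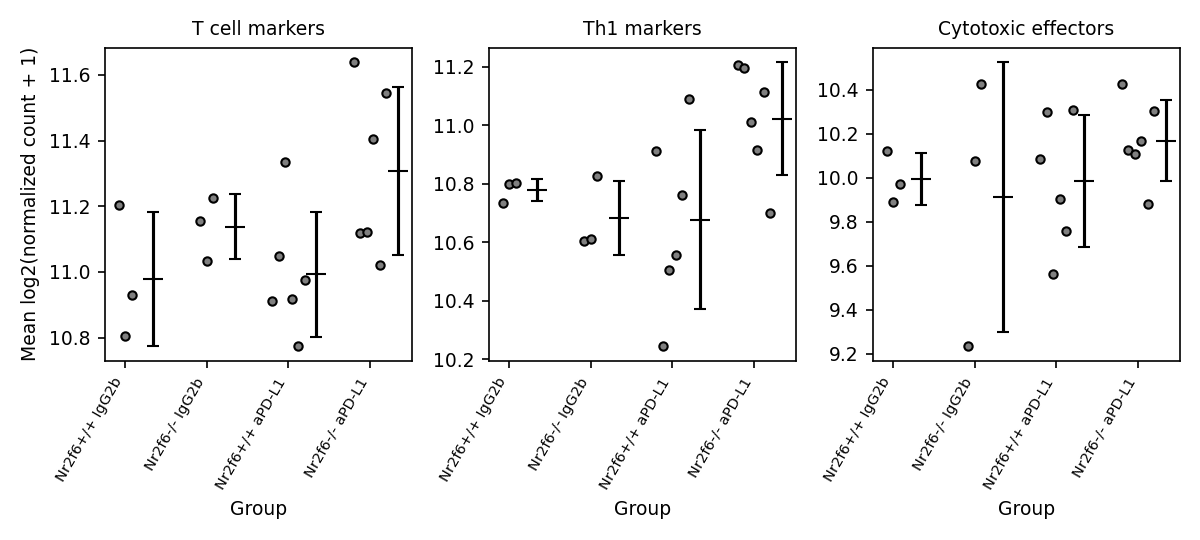
Mean log2(normalized count + 1) of the T cell marker, Th1 marker and cytotoxic effector genes (vertical axis, one panel per list) in each sample of the 4 groups (horizontal axis). Points are samples and bars show the mean ± SD of 3 samples per IgG2b group and 6 per αPD-L1 group, and the T cell and Th1 means of *Nr2f6*-/- αPD-L1 lie 0.32 and 0.35 above those of *Nr2f6*+/+ αPD-L1 with overlapping samples.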

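The heat map of Fig. 3f shows 34 genes in TILs of mice with anti-PD-L1, 24 of them as higher and 10 as lower in *Nr2f6*-/- mice, and its legend names 12 further genes. All 34 had the drawn direction, and the 12 further genes were higher. The log2 fold changes of the genes drawn as higher were between 0.52 and 1.75, from *Irf1* to *Nfkbiz*, and those of the genes drawn as lower between −1.74 and −0.78, from *C1qb* to *Cenpk*. Of the 46 genes, 3 had an adjusted p under 0.05 over all genes tested. *Ccl5* was at 130321 ± 20565 normalized counts (SD, n = 6) in *Nr2f6*-/- and at 50655 ± 30616 (SD, n = 6) in *Nr2f6*+/+ mice (log2 fold change 1.51, adjusted p = 0.000732 from limma). *Ly6c2* was at 14556 ± 2510 and 7221 ± 2030 (SD, n = 6 each), with a log2 fold change of 1.05 (adjusted p = 0.00218 from limma). *Flt3l* was at 1551 ± 386 and 722 ± 110 (SD, n = 6 each), with a log2 fold change of 1.08 (adjusted p = 0.0274 from limma). The adjusted p of the other genes was between 0.0618 and 0.730.
An unadjusted p under 0.05 was found for 40 of the 46 genes, and adjusting over the 46 alone also left 40, which shows no stability because the list holds the paper's own calls on these data. The samples did not overlap for 8 of the 46 genes. DESeq2 on the recovered reads moved the count of adjusted calls most, to 17, among them *Nfatc1*, *Cd28*, *Cd8b1*, *Socs3* and *Id3*, and edgeR called 4. The second library set alone gave 0 calls, with the drawn direction in 33 of the 34 genes, and the first gave 5. *Nfatc1* was at 4765 ± 863 and 2807 ± 655 normalized counts (SD, n = 6 each). *Adcy7* and *Junb* lie on chromosome 8, 16.9 and 13.6 Mb from *Nr2f6*. With IgG2b, 32 of the 46 genes had the same sign, 2 of them with an unadjusted p under 0.05 in limma. The genotype effect differed between the treatments with an unadjusted p under 0.05 for 7 of the 46 genes.

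**Figure D2:**
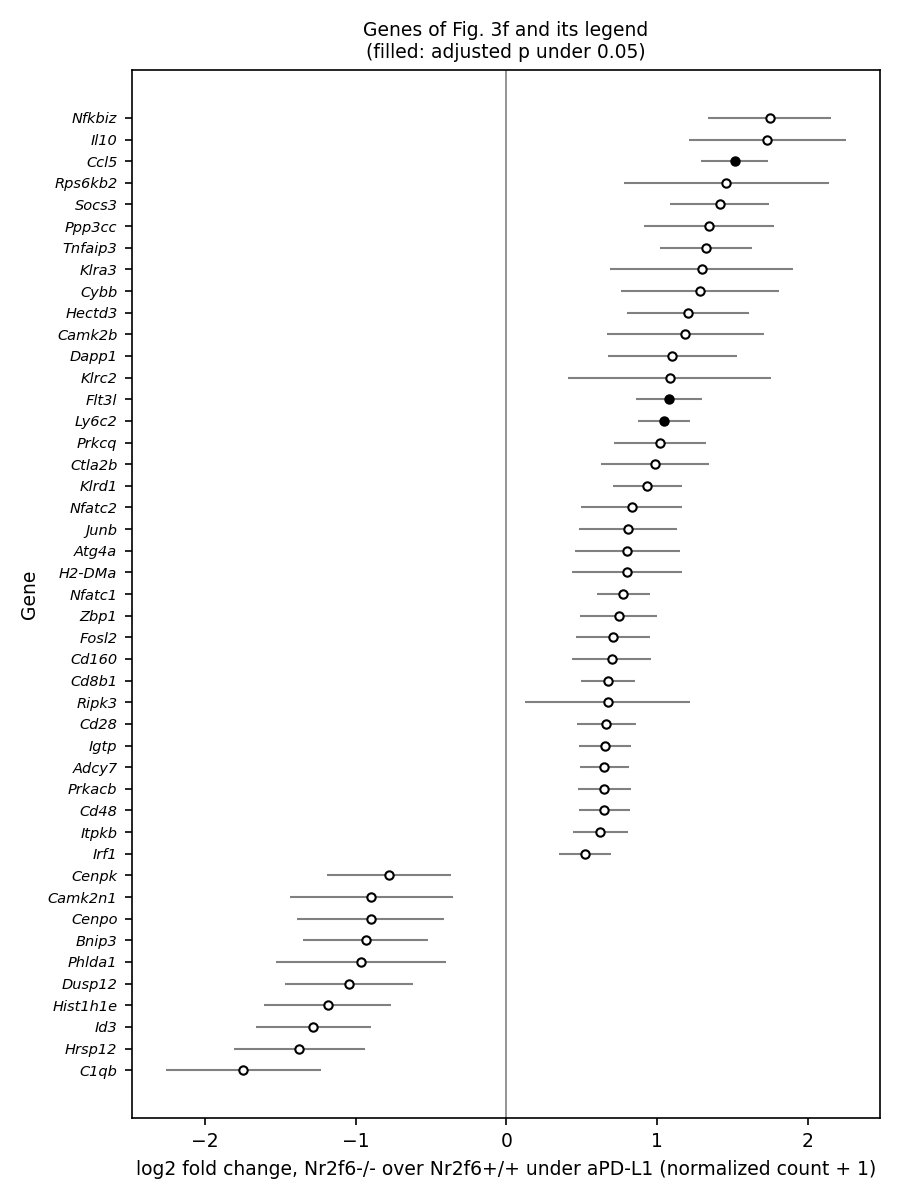
log2 fold change of *Nr2f6*-/- over *Nr2f6*+/+ mice with αPD-L1 (horizontal axis) for 45 of the 46 genes of Fig. 3f and its legend (vertical axis), with bars of 1 standard error from limma over 6 samples per group. Filled points are the 3 genes with an adjusted p under 0.05, *Ccl5* (1.51), *Flt3l* (1.08) and *Ly6c2* (1.05).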

Several gene signatures known to be favorable for T-cell-mediated tumor rejection (Fig. 3f) were also found to be deregulated in CD3^+^ TILs from tumor-bearing *Nr2f6*-deficient mice additionally treated with anti-PD-L1. In order to proof the in silico analysis of a deregulated lymphocyte activation and metabolic function, we investigated the extracellular acidification mirroring the pH of sorted CD3^+^ T cells in vitro and were able to observe a significant higher acidification in the media of *Nr2f6*-deficient T cells reasoning a higher metabolic rate of lymphocytes (Supplementary Fig. 3C).

**Fig. 3:**
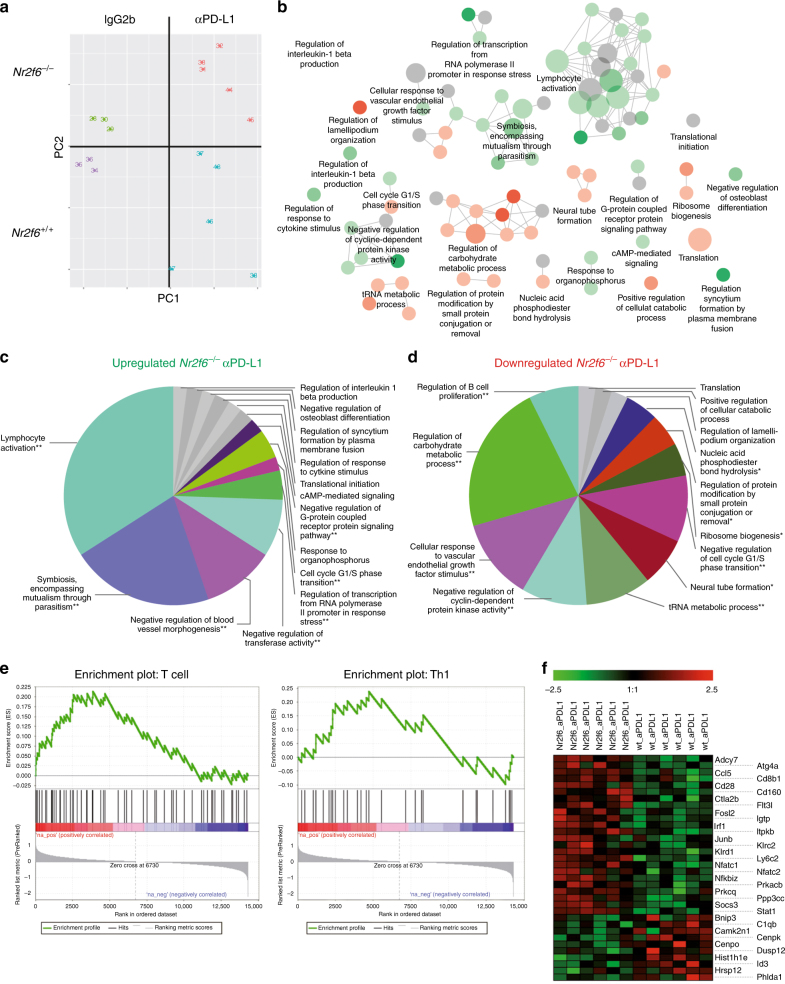
*Nr2f6* expression alters gene signature of tumor-reactive T cells. **a** Principal component analyses of the RNA-seq data from pre-sorted CD3^+^ tumor-infiltrating T cells of *Nr2f6*^+/+^ IgG2b (*n* = 3), *Nr2f6*^+/+^ αPD-L1 (*n* = 5), *Nr2f6*^−/−^ IgG2b (*n* = 3) and *Nr2f6*^−/−^ αPD-L1- (*n* = 5) treated tumor-bearing mice taken at d14 after tumor injection of 5×10^5^ B16-OVA melanoma cells separates the TILs into four distinct clusters. **b**−**d** ClueGO analysis of up- and downregulated genes in isolated TILs from combinatorial NR2F6/PD-L1 therapy groups. CD3^+^ TILs from either *Nr2f6*^+/+^ or *Nr2f6*^*−/−*^ mice with PD-L1 blockade therapy were isolated, RNA-seq was performed and the significantly differentially expressed genes were subsequently analyzed using ClueGO. The enriched gene ontology terms are shown as functionally grouped nodes in an interconnected network based on their score level. The sizes of the nodes reflect the enrichment significance of the terms, while functionally related groups partially overlap. Terms with up-/downregulated genes are shown in green/red, respectively. The color gradient shows the gene proportion of each group (up- or downregulated group of genes) associated with the term. Equal proportions of the two groups are represented in gray. The pie charts show the enriched groups represented by the most significant term. The sizes of the sections correlate with the number of terms included in a group. The key upregulated pathways (**c**) in TILs from *Nr2f6*^−/−^ mice with PD-L1 blockade are: cell-mediated cytotoxicity (*p* = 0.0001), IFNγ signaling (*p* = 0.0004), TCR signaling pathway (p = 0.0006), immune system function (*p* = 0.0009), Wnt signaling pathway (*p* = 0.0029), type II IFN signaling (*p* = 0.0042), TNF signaling pathway (*p* = 0.0045). **e** GSEA enrichment plot of KEGG endometrial cancer pathway genes of sorted CD3^+^ TILs from *Nr2f6*^+/+^ αPD-L1 versus *Nr2f6*^−/−^ αPD-L1-treated tumor-bearing mice. Genes in the KEGG endometrial cancer signaling pathway showed significant enrichment in T cells and CD4 Th1 signature (FDR *q* value=0.006). The top portion of the figure plots the enrichment scores (ES) for each gene, whereas the bottom portion of the plot shows the value of the ranking metric moving down the list of ranked genes. **f** Heat map showing most prominent deregulated genes: *Nfatc1; Nfatc2; Klrc2; Cd48; Klra3; Ppp3cc; Klrd1; Socs3; Stat1; Camk2b; Cd28; Il10; Prkcq; Adcy7; Hectd3; H2-DMa; Dapp1; Rps6kb2; Cybb; Ripk3; Tnfaip3; Prkacb; Zbp1; Junb; Ccl5*

Taken together, targeting the NR2F6 pathway is a mechanistically independent option in cancer treatment regimens and identifies a candidate role of the orphan nuclear receptor NR2F6 in governing effector T-cell function relevant for cancer cell rejection.

### Heterozygous *Nr2f6*^*+/*−^ mice similarly demonstrate the benefit

To evaluate the effect of partial versus complete *Nr2f6*-deficiency on tumor growth suppression, we injected wild-type *Nr2f6*^+/+^, heterozygous *Nr2f6*^+/−^ and knockout *Nr2f6*^−/−^ mice with either B16-OVA or MC38 tumor cells and monitored tumor growth. Comparable to the *Nr2f6*^−/−^ mice, tumor progression was also significantly slower and overall tumor masses smaller in heterozygous *Nr2f6*^+/−^ mice (Fig. 4a, c). Heterozygous *Nr2f6*^+/−^ mice showed significant better survival after tumor challenge with both B16 and MC38 cell lines similar to homozygous *Nr2f6*^−/−^mice (Fig. 4b, d). Similarly, the treatment of MC38 tumor-bearing heterozygous *Nr2f6*^+/−^ mice with αPD-L1 is as effective as in knockout mice (Fig. 4e). Infiltrate analyses of tumor-bearing heterozygote animals also demonstrate enhanced numbers of CD45^+^ cells. Haplo-insufficiency of the *Nr2f6* gene function in vivo is shown by the fact that one deficient allele of the *Nr2f6* gene was sufficient to increase the immune system’s efficacy to counteract tumor outgrowth. Investigation of cytokine and proliferation responses of isolated CD4^+^ (Fig. 4f) and CD8^+^ (Fig. 4g) T cells in vitro, albeit only in part, confirmed a functional effect of haplo-insufficiency of the *Nr2f6* gene.

**Fig. 4:**
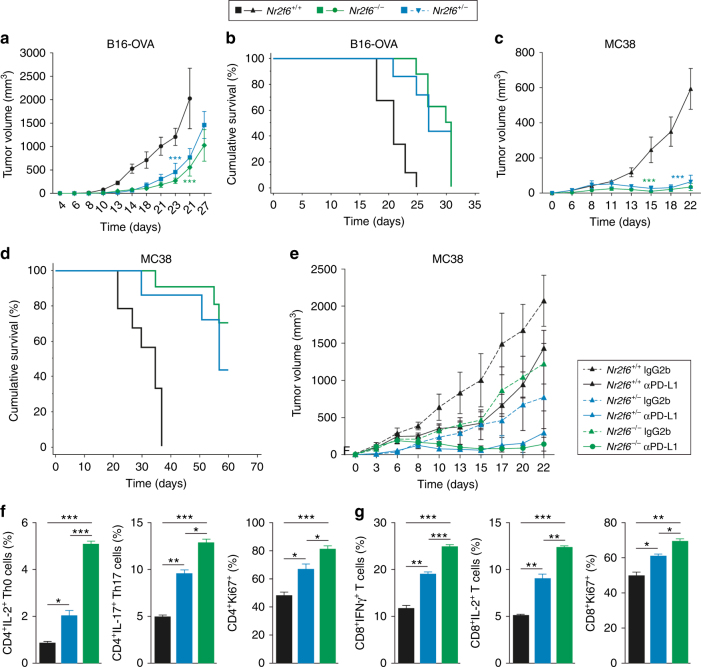
Heterozygous *Nr2f6*^+/−^ mice similarly show strong tumor growth benefit. Tumor growth curves of *Nr2f6*^+/+^, *Nr2f6*^+/−^ and *Nr2f6*^−/−^ mice that received **a** 1×10^5^ B16-OVA melanoma cells (*Nr2f6*^+/+^ (*n* = 21), *Nr2f6*^+/−^ (*n* = 11), and *Nr2f6*^−/−^ (*n* = 21)) or **c** 5×10^4^ MC38 tumor cells (*Nr2f6*^+/+^ (*n* = 16), *Nr2f6*^+/−^ (*n* = 5), and *Nr2f6*^−/−^ (*n* = 10)) subcutaneously and were monitored three times a week showing a significant tumor growth delay as well as a survival benefit (**b**-**d**) in *Nr2f6* gene-modulated mice (*p*<0.0001 for both tumor cell lines, ANOVA). **e** Tumor growth curves of *Nr2f6*^+/+^ (IgG2b *n* = 5, αPD-L1 *n* = 10)*, Nr2f6*^−/−^ (IgG2b *n* = 7, αPD-L1 *n* = 12) and *Nr2f6*^+/−^ (IgG2b *n* = 3, αPD-L1 *n* = 3) mice injected s.c. with 5×10^5^ B16-OVA melanoma cells and treated with PD-L1 blockade (continuous line) or IgG2b (dashed line) (*n* = 3–5). Both αPD-L1 treated *Nr2f6*^+/−^ (*p* = 0.0179, ANOVA) and *Nr2f6*^−/−^ (*p* < 0.0001, ANOVA) showed a significant slower tumor growth when compared to treated wild-type controls. **f**,** g** In vitro flow cytometry analysis of isolated CD4^+^ or CD8^+^ T cells activated with anti-CD3 mAb (5 µg) and anti-CD28 mAb (1 µg) at d3 from *Nr2f6*^+/+^, *Nr2f6*^+/−^ or *Nr2f6*^−/−^ mice (*n* = 3). Analysis of IL-2 and IL-17-producing CD4^+^ Th0 and Th17 T cells, Ki67^+^ proliferating CD4^+^ and CD8^+^ T cells, and IFNγ as well as IL-2 production of CD8^+^ T cells. Percentage of positive cells relative to parental gate is shown; experiments were repeated at least three times. Results shown are derived from at least two independent experiments. Error bars represent the mean ± SEM

### Acute *Nr2f6* inhibition is sufficient for hyper-responsiveness

As previously reported, both murine CD3^+^ effector T cells (but importantly not regulatory T cells^23^), activated in the absence of NR2F6, exert enhanced effector functions. To confirm the importance of NR2F6 as T-cell-intrinsic suppressor of T-cell-mediated tumor growth control in vivo, we next employed ex vivo siRNA*-*mediated *Nr2f6* silencing prior ACT of autologous T cells into a MC38 subcutaneous mouse tumor model. Fully immunocompetent wild-type mice were injected with *Nr2f6* siRNA or siRNA control transfected polyclonal CD3^+^ T cells, in combination with PD-1/PD-L1 axis blockade, respectively. Adoptive transfer of CD3^*Nr2f6* siRNA^ polyclonal T cells that demonstrated significant *Nr2f6* silencing (Fig. 5a) was sufficient for a significant delay in tumor growth when compared to mice receiving CD3^*control siRNA*^ cells (Fig. 5b−d). Analysis of congenic marked siRNA treated CD3^*control siRNA*^ *and* CD3^*Nr2f6* siRNA^ T cells in a competitive adoptive transfer experiment revealed significantly elevated IL-2 levels in *Nr2f6* siRNA transfected CD4^+^ T cells in the draining lymph node of mice receiving PD-L1 blockade therapy. In keeping with this finding, siRNA-mediated human *NR2F6* silencing induced hyper-responsiveness, as measured by significantly augmented IFNγ and IL-2 responses, thus validating an essential and non-redundant function of NR2F6 in human T cells (Fig. 5e-j), a result highly reminiscent of the murine *Nr2f6* knockout T cells ex vivo. Adoptively transferred *Nr2f6* silenced CD3^+^ T cells therefore act as robust “sensitizer” for the established anti-PD-L1 immune checkpoint blockade in mouse tumor models in vivo.

**Fig. 5:**
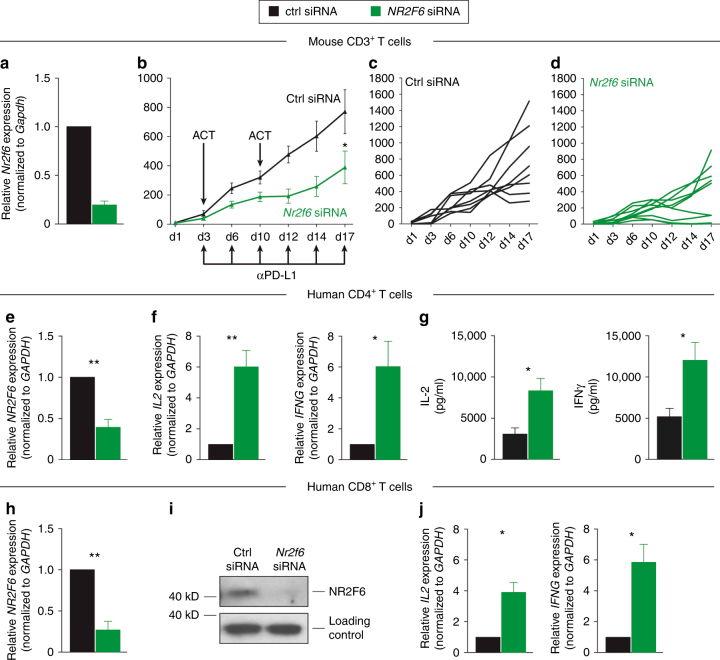
*Nr2f6* gene silencing is effective and leads to hyper-responsiveness of T cells. **a**−**d** Tumor growth effects depend primarily on NR2F6 function in CD3^+^ T cells. **a** Mouse *Nr2f6* gene silencing is effective in CD3^+^ T cells (*p* = 0.002, unpaired *t*-test). Mouse CD3^+^ T cells were nucleofected with *Nr2f6* siRNA or *control* siRNA as indicated. Silencing efficacy of *Nr2f6* siRNA was analyzed by qRT-PCR and normalized to *Gapdh* (*n* = 3). **b**−**d** Wild-type recipients received 5×10^5^ MC38 tumor cells s.c. and were treated with therapeutic adoptive cell transfers (ACT) of 1×10^7^ CD3^+^ T cells transfected with *control* (black, *n* = 8) or *Nr2f6* (green, *n* = 8) siRNA on d3 and d10 after tumor injection (*p* = 0.0172, ANOVA). Mice were also treated with 0.25 mg of antibody against PD-L1 (Ab10F.9G2) on the respective days. Single tumor growth curves of wild-type mice receiving ACT of **c** *control* siRNA transfected CD3^+^ T cells or **d** *Nr2f6* siRNA silenced CD3^+^ T cells. In the *Nr2f6* siRNA ACT group, one mouse (11.1%) was able to reject the high tumor burden completely, but all mice of the control siRNA ACT group had to be killed latest on d19. **e**−**j** Human CD4^+^ and CD8^+^ T cells were nucleofected with *NR2F6* siRNA or control siRNA as indicated (*n* = 3). Silencing efficacy of *Nr2f6* siRNA was analyzed by qRT-PCR (**e** CD4^+^ *p* = 0.0037, **h** CD8^+^ *p* = 0.002) and immunoblotting (**i**) of CD8^+^ T cells. Cytokine production was measured by qRT-PCR after 5 h of PDBu (0.05 µg/ml)/ionomycin (0.5 µg/ml) stimulation and showed significantly elevated levels of *IL2* (*p* = 0.009) and *IFNG* (*p* = 0.04) in CD4^+^ T cells (**f**) as well as *IL2* (*p* = 0.046) and *IFNG* (*p* = 0.05) in CD8^+^ T cells (**i**). **g** Bioplex protein analysis also showed elevated levels of IFNγ (*p* = 0.019) and IL-2 (*p* = 0.017) in human CD4^+^ T cells transfected with *Nr2f6* siRNA. Similar results were obtained with non-overlapping *Nr2f6* siRNA oligonucleotides. Results shown are derived from at least two independent experiments. Data are presented as the mean ± SEM, analyzed by a two-tailed unpaired Student’s *t*-test

Of note, although the NR2F family consists of three orphan receptors (designated as NR2F1, NR2F2 and NR2F6), only NR2F2 and NR2F6 were found to be expressed in primary human T cells (Supplementary Fig. 5A, B). Within the NR2F family, NR2F6 has an isotype-selective role in immune cells as is shown by strongly enhanced expression of *NR2F6* (but not *NR2F2*) upon CD3/CD28-induced human T-cell stimulation. Human *NR2F6* mRNA expression levels increased after CD3/CD28 stimulation, reaching levels of up to a fivefold (for CD4^+^ T cells) or up to a tenfold (for CD8^+^ T cells) augmentation (Supplementary Fig. 5A,B). Additionally, no compensatory upregulation of *NR2F2* mRNA as a consequence of *NR2F6* siRNA-mediated silencing was observed (Supplementary Fig. 5C, D). Finally, in contrast to *NR2F6*, siRNA-mediated human *NR2F2* silencing did not induce any augmented IFNγ and IL-2 responses (Supplementary Fig. 5E). Ex vivo siRNA-mediated *Nr2f6* silencing and stimulation of murine CD8^+^ T cells showed elevated IFNγ and IL-2 responses measured by qRT-PCR (Supplementary Fig. 5F) and FACS analysis (Supplementary Fig. 5G) detectable up to 7 days after transfection.

Taken together, siRNA-mediated *Nr2f6* silencing as a single negative regulator of T-cell signaling augments immune activity in experimental mouse in vivo and human ex vivo model systems. This defines a non-redundant role of NR2F6 as a negative feedback loop during CD3^+^ effector T-cell activation.

### Upregulation of NR2F6 in TILs from NSCLC tumor biopsies

To establish a direct causal relationship between lymphatic NR2F6 and human cancer, intratumoral NR2F6 expression was determined by immunohistochemical (IHC) analyses of tissue microarrays (TMA). Importantly, NR2F6 protein expression was seen in TILs. NR2F6 expression in TILs was upregulated in more than 50% (164 of 303: 54%) of NSCLC patients (Fig. 6a). When using a staining score from 0 to 4, lung cancer tissue clearly contained higher numbers of NR2F6-expressing TILs when compared to healthy lung tissue (Fig. 6b). Significant higher *NR2F6* mRNA expression could also be seen in sorted CD3^+^ T cells of tumor tissue from NSCLC patients compared to PBMCs (Fig. 6c). However, expression levels of NR2F6 in TILs were not linked to overall survival in the examined patients. This also includes the high (>3–4) NR2F6 expression group (Fig. 6d). Notably, however, the number of NR2F6-expressing TILs was highly correlated to the abundance of PD-1 and CTLA-4-expressing TIL as well as PD-L1 expression on tumor cells (Fig. 6e, Supplementary Fig. 6). These data suggest a potential rationale for combined targeting of NR2F6 and PD-L1/PD-1 in human cancer and may hint at a specific immunological fingerprint helping to select or stratify patients for the most appropriate immune-activating therapeutic strategy.

**Fig. 6:**
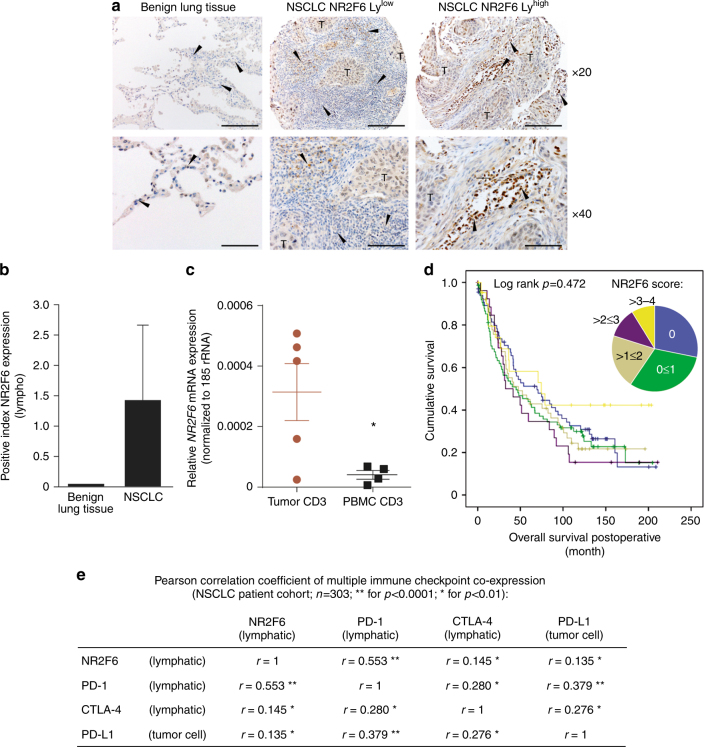
IHC and qRT-PCR analyses of NSCLC tumor biopsies show upregulation of NR2F6 in TILs that may serve as marker of patient stratification. **a** In patient tumor biopsies, there is significantly upregulated expression of NR2F6 in T cells (marked by arrows) in 54% of the cases (163 of 303 patients). **b** There is a significantly enhanced expression of NR2F6 in TILs from NSCLC tumor biopsies when compared to benign lung tissue (*n* = 303 and *n* = 10, *p* < 0.001). **c** Significant higher *NR2F6* expression levels (*p* = 0.038, unpaired *t*-test) determined by qRT-PCR in CD3^+^ cells sorted from NSCLC tumor biopsies when compared to PBMC samples. **d** The number of NR2F6-expressing TILs was defined as categorial variable: 0 = 0%, 1 = 1–25%, 2 = 26–50%, 3 = 51–75% and 4 = 76–100% NR2F6-positive TILs. The number of NR2F6-expressing TILs is not linked to clinical outcome as seen in overall survival of NSCLC patients from these defined staining categories (0–4). **e** Multiplex IHC analyses showed that the increase in lymphatic NR2F6 expression strongly correlated with lymphatic PD-1 expression (Pearson correlation coefficient *r* = 0.553, *p* < 0.001). There was a positive correlation also between lymphatic NR2F6 and lymphatic CTLA-4 (*r* = 0.145, *p* < 0.01) and tumor cell PD-L1 (*r* = 0.135, *p* < 0.01) expression, respectively

Taken together, NR2F6 expression in TILs of NSCLC may be linked to T-cell dysfunction/exhaustion phenotype that supports its potential suitability as an additive or even synergistic target for immune-activating strategies to be combined with established checkpoint blockade.

## Discussion

The challenge in the field of cancer immunology is to discover the most suitable targets as well as their best combinations for therapeutic intervention. In this study we provide evidence for an essential and non-redundant role of NR2F6 in critically antagonizing anti-cancer effector T-cell responses. We made the remarkable observation that loss of NR2F6 enhances the activity of established PD-L1 checkpoint blockade to promote tumor regression and increased survival in subcutaneous tumor models. The synergistic therapy outcome indicates that NR2F6 blocking is a mechanistically independent option and indicates that inhibitory targeting of NR2F6 may provide novel immunotherapeutic avenues to enhance T-cell checkpoint immunotherapy. Importantly, despite the dramatically improved clinical outcome in *Nr2f6*^−/−^ tumor-bearing mice, no exacerbated signs of irAE were observed in the combinatorial NR2F6/PD-L1 targeting group when directly compared to the mono-therapy mice, suggesting that major side effects might not hamper the therapeutic potential of this combinatorial approach.

Nuclear receptors are transcription factors that have been shown to be essential for both pro- and anti-inflammatory T-cell responses^24,25^. Of note, nuclear receptors generally regulate gene expression in response to the binding of lipophilic ligands and thus, the nuclear receptor family has a strong history of successful drug discovery^26–28^. There is as yet no valid information about endogenous ligands for several human nuclear receptors including NR2F6^29,30^. However, although the NR2F family members are classified as orphan receptors, their ligand-binding domain (LBD) is both evolutionarily conserved and functionally indispensable for its transcriptional activity^22,31^. Mutations within the LBD of NR2F6, reducing the size of the ligand-binding pocket or disrupting co-repressor interactions, have shown to significantly reduce its transcriptional repressor function^22^, indicating that endogenous ligands for NR2F6 may exist and presumably modulate NR2F6 function.

Along this line of argumentation, intriguingly, even heterozygous *Nr2f6*^+/−^ mice exhibited the same ability to delay tumor outgrowth of implanted B16-OVA and MC38 tumors as *Nr2f6* knockout mice. Because complete *Nr2f6* deficiency, as in homozygous knockout mouse models, hardly represents the physiological level of inhibition that can be reached during clinical regimens, this observed haplo-insufficiency of the *Nr2f6* gene function in vivo further supports the suitability of NR2F6 as a target for cancer immunotherapy. Thus, not only complete but also partial (50%) NR2F6 deficiency, the latter representing a fairly realistic scenario of therapeutic inhibition, is sufficient to strengthen anti-tumor immunity. In agreement with these observations, acute *Nr2f6* gene silencing in both mouse and human T cells induced hyper-responsiveness, firmly validating a non-redundant T-cell inhibitory function of NR2F6.

Because T lymphocyte-intrinsic NR2F6 acts as a potent and selective repressor of effective cancer immunity, NR2F6 appears to represent a crucial regulator of cancer immune tolerance induction and maintenance. Mechanistically, as examined by RNA sequencing of TILs derived from tumor-bearing mice, NR2F6 appears to set the threshold of T-cell effector functions as transcriptional regulator of critical target genes shaping activation, recruitment, proliferation and homeostasis of tumor-antigen-specific T-cell responses.

It has been shown that T cells in the TME frequently express high levels of inhibitory receptors as a sign of T-cell exhaustion, including PD-1, CTLA-4, as well as impaired effector cytokine production, such as IL-2, TNFα, IFNγ. Interestingly, this impairment of cytokine production would correlate with high levels of NR2F6 expression, as IL-2, TNFα and IFNγ are direct target genes of NR2F6-dependent transcriptional repression^23^. Along this line of argumentation, a positive correlation between NR2F6 expression and cancer has been reported; studies have identified NR2F6 to be upregulated in human ovarian cancer, colon cancer and lymphoma^32–38^. However, it is not possible from these published data to determine whether the origin of NR2F6 expression is the malignant or the immune cell. Notably, in the tumor-infiltrating T cells of 54% of lung cancer patients, NR2F6 upregulation has been observed within the TME. This suggests that targeting the immune checkpoint NR2F6 in those presumably tumor antigen-reactive but probably exhausted T-cell clones in the patient group with NR2F6^positive^ TILs may result in increased anti-tumor effector responses during an envisioned NR2F6-targeted therapy.

According to all our preclinical data, high NR2F6 expression is likely to critically contribute to the immune-suppressed state of tumor antigen-specific TILs, thus limiting the host’s anti-tumor immune response. Absence of NR2F6, either through genetic ablation in *Nr2f6* knockout mice or by the means of siRNA knockdowns, increases the immune system’s ability to mount effective immune responses, resulting in striking anti-tumor effects in different advanced mouse models relevant to human cancer.

This preclinical proof of concept study on the *Nr2f6* gene depletion-mediated immune augmentation is envisioned as a way forward to extend the benefits of clinical immuno-oncology therapies to a larger number of cancer patients. The unique feature of lymphatic NR2F6 as an alternative immune checkpoint may influence cancer therapy in the future, both in terms of targeting cancer pathways using small molecule inhibitors, and individualized adoptive therapy of *NR2F6* gene-modified human T cells, a hypothesis that now requires further validation.

## Methods

### Mice

*Nr2f6*-deficient mice^39^ back-crossed eight times on C57BL/6 background were used. Mice were maintained under SPF conditions. All animal experiments were performed in accordance with national and European guidelines and reviewed and authorized by the committee on animal experiments (BMWFW-66.011/0064-WF/V/3b/2016). Investigations were strictly gender‐stratified and not blinded. Experimental mice were randomly chosen from litters with a minimal sample size of three.

### Tumor induction and adoptive cell transfer

1×10^5^ B16-OVA, 5×10^4^ MC38 (kindly provided by Maximillian Waldner, University of Erlangen, Germany) were injected subcutaneously (s.c.) into the left flank of 8- to 12-week-old wild-type, *Nr2f6*^*+/*−^ or *Nr2f6*^−/−^ mice. For in vivo antibody blockade experiments, a higher tumor load was used by s.c. injection of 5×10^5^ B16-OVA or 7.5×10^5^ MC38 tumor cells. The high tumor load (5×10^5^) was applied with therapy (anti-PD-L1 or ACTs) to ensure robust tumor growth. Tumor growth was monitored three times a week by measuring tumor length and width. Tumor volume was calculated according to the following equation: ½(length × width^2^). For survival analysis, mice with tumors greater than the length limit of 15 mm were sacrificed and counted as dead. Cell lines were tested negative for mycoplasma (GATC, Konstanz, Germany).

### In vivo antibody blockade

Mice were injected s.c. with 5×10^5^ B16-OVA melanoma cells or 7.5×10^5^ MC38 tumor cells and administered either 0.5 mg (B16-OVA) or 0.25 mg (MC38) of anti-mouse PD-L1 (Clone10F.9G2; BE0101) or corresponding IgG2b (LTF-2; BE0090), control (all from BioXCell, USA) every 3 days starting from day 1 or day 3 of tumor challenge according to ref.^40^. For CD4^+^ and CD8^+^ depletion experiments, mice were administered 0.05 mg of anti-mouse CD4 (Clone GK1.5), anti-mouse CD8 (clone YTS169.4) or corresponding IgG2b (LTF-2; BE0090) 5 days and 3 days before s.c. injection of 1×10^5^ B16-OVA melanoma cells as well as 5 and 12 days after tumor challenge.

### MCA carcinogenesis model

Groups of female wild-type and *Nr2f6*^*−/−*^ mice were inoculated s.c. in the hind leg with 200 mg of 3-MCA (Sigma-Aldrich) in 0.1 ml of corn oil as described^41^. Mice were then monitored weekly for fibrosarcoma development over 300 days and recorded as percentage of tumor-free mice. Palpable tumors 10 mm^2^ with progressive growth for two successive weeks were recorded.

### 3-MCA tumor-induced cell lines

Sarcomas that had reached a size of 0.5 cm^2^ were excised aseptically. Tumors were cut into small pieces and treated with 1 mg/ml collagenase (type II; Sigma-Aldrich) and 40 µg/ml DNase I at 37 °C for 1 h, clumps were removed, and single cells were cultured in RPMI 1640 complete medium (10% FCS, 2 mM l-glutamine, and 50 U/ml penicillin/streptomycin). The cells were split with Trypsin/EDTA (T3924 Sigma) when they were confluent. All tumor cell lines were kept in culture for at least 2 months to minimize cellular contamination. Some sarcoma lines were injected s.c. into wild-type or *Nr2f6*-deficient mice as indicated.

### Preparation of tumor-infiltrating cells

Mononuclear infiltrating cells were isolated from both subcutaneous and chemically induced tumors at the indicated time points. Briefly, tumor tissues from sacrificed mice were prepared by mechanical disruption followed by digestion for 45 min with collagenase D (2.5 mg/ml; Roche, 11088858001) and DNase I (1 mg/ml; Roche, 11284932001) at 37 °C. Digested tissues were incubated 5 min at 37 °C with EDTA (0.5 M) to prevent DC/T-cell aggregates and mashed through a 100-µm filter and a 40-µm filter. Cells were washed, and resuspended in either PBS+ 2% FCS or RPMI complete medium (10% FCS, 2 mM l-glutamine, and 50 U/ml penicillin/streptomycin) and used for subsequent experiments.

### Flow cytometry

Splenocytes were depleted of erythrocytes using the mouse erythrocyte lysing kit (R&D, WL2000) and, like lymph node cells, mashed through a 100-µm filter. Splenocytes, lymph node cells and TILs were incubated with FcR Block (BD Biosciences, 553142) to prevent nonspecific antibody binding before staining with appropriate surface antibodies for 30 min at 4 °C, washed with PBS+ 2% FCS, and used for FACS analysis. For intracellular cytokine staining, cells were stimulated with 50 ng/ml phorbol 12,13-dibutyrate (PDBu, Sigma, P1269), 500 ng ionomycin (Sigma, I0634) and GolgiPlug (BD Biosciences, 555029) for 4–5 h. After fixation (cytokines: Biolegend fixation buffer (420801), 20 min, 4 °C; transcription factors: FoxP3 staining buffer set (eBiosciences, 00-5523), >30 min, 4 °C), cells were permeabilized with the fixation/permeabilization kit (BioLegend, 421002) for cytokines and the Foxp3-staining buffer set (eBiosciences, 00-5523) for transcription factors, incubated with FcR Block (BD Biosciences, 553142) before staining with specific cell surface or intracellular marker antibodies. Data were acquired on an FACSCalibur, LSR Fortessa or FACS Verse cell analyzer (Becton Dickinson). Data were analyzed using FlowJo software (version 10). The following antibodies were used for flow cytometry: CD4-V500 (BD, 560783), CD4-PE (BD, 553049), CD8a-APC (BD, 553035), CD25-PE (BD, 553866), CD44-FITC (BD, 553270), CD62L-APC (BD, 553152), PD-1-PE (BD, 561788), Ki67-PE (BD, 556027), IL-17-PE (BD, 559502), IL-2-APC (BD, 554429), CD45-V500 (BD, 561487), CD45-FITC (eBiosciences, 11-0451-82), CD8a-PE (eBiosciences, 12-0081-82), CD8a-PerCP Cy5.5 (eBiosciences, 45-0081-82), CD44-PerCP Cy5.5 (eBiosciences, 45-0441-82), IFNƴ-PE-Cy7 (eBiosciences, 25-7311-82), PDL-1-PerCP-eFluor710 (eBiosciences, 46-5982-80), CD45-APC (eBiosciences, 17-0451-81), CD3-PE-Cy7 (eBiosciences, 25-0031,82), FoxP3-FITC (eBiosciences, 11-5773-82), CD3-PE (eBiosciences, 12-0031-83), CD8a-bv421 (BioLegend, 100738), CD25-bv421 (BioLegend, 102034).

### siRNA *Nr2f6* inhibition in vitro

Isolated mouse or human T cells as described above were used for transfection by the established method, namely siRNAs employing Lonza^®^ Nucleofection Technology using the human T-cell nucleofector kit from Amaxa (Lonza, VPA-1002). Transfected mouse T cells were incubated in complete RPMI medium supplemented with 2.5 ng/ml IL-7 (RnD, 407-ML), 2 ng/ml IL-2 (eBiosciences, 14-8021-64) and 50 ng/ml IL-15 (Biolegend, 566302) for 48 h before further restimulation. The used siRNA sequences for mouse: siRNA J-054088-11, *Nr2f6*, GCAUCGACAACGUGUGCGA, and human: siRNA J-003423-06 *NR2F6*, CGGCAAGCAUUACGGUGUC (both from ThermoScientific).

### siRNA *Nr2f6* inhibition and adoptive cell transfer

5×10^5^ MC38 tumor cells were injected s.c. into C57BL/6 wild-type recipients. Two adoptive cell transfers (ACT) of *control* or *Nr2f6 siRNA transfected* CD3^+^ T cells into wild-type mice was performed 3 and 10 days after tumor induction by injecting 1×10^7^ sorted CD3^+^ T cells using the Pan T Cell Isolation Kit II mouse (Miltenyi Biotech 130-095-130) via intra-peritoneal injection. Ab treatment with 0.25 mg anti-mouse PD-L1 (Clone10F.9G2; BE0101) was administered i.p. on d3, d6, d10, d14, d17 and d21.Tumor growth was subsequently measured as described above.

### Immunohistochemistry

Protein expression in paraffin-embedded NSCLC tissue was assessed on TMA from a cohort provided by the University Hospital Basel containing 405 samples of NSCLC patients from which 303 samples were evaluable^42,43^. For TMA construction, formalin-fixed paraffin-embedded tissues were cut in 4-µm-thick sections and mounted on slides. After staining with hematoxylin and eosin, relevant areas of NSCLC were determined and circled by a pathologist. Four representative cores of the circled regions measuring 0.6 mm in diameter from each formalin-fixed paraffin-embedded NSCLC tissue (donor blocks) were assembled into tissue microarray blocks (recipient blocks) using a semiautomatic tissue arrayer (Beecher Instruments, Sun Prairie, WI, USA). Immunohistochemical (IHC) staining was performed using the Ventana Discovery automated staining system (Ventana Medical System, Tuscon, AZ, USA). Slides were incubated at room temperature with the following primary antibodies: anti-NR2F6 rabbit polyclonal (1:100, ab137496, abcam, Cambridge, UK), anti-PD1 mouse monoclonal (1:100, ab52587, abcam, Cambridge, UK), anti-PD-L1 [28-8] rabbit monoclonal (1:100, ab205921, abcam, Cambridge, UK), anti-CTLA-4 mouse monoclonal (1:100, sc376016, Santa Cruz Biotechnology, Santa Cruz, CA), anti-CD4 mouse monoclonal (1:50, 4B12, Leica Biosystems, Wetzlar, Germany) and anti-CD8 mouse monoclonal (1:40, SP57, Leica Biosystems, Wetzlar, Germany). Detection of the primary antibody was done with the ultraView Universal DAB detection kit (Ventana Medical System, Tuscon, AZ, USA). NR2F6-, PD1, CTLA-4, CD4- and CD8 expression in lymphocytes was assessed by two independent pathologists. NR2F6 and CTLA-4 in lymphocytes were categorized in positive or negative staining, and scored by numbers of positively stained TMA cores per patient (score 0−4). PD-1, CD4, and CD8 were scored by numbers of positive-stained lymphocytes per core (score 0−4 with 1 = 1–25%, 2 = 26–50%, 3 = 51–75%, 4 = 76–100%). PD-L1 staining intensity in tumor cells ranged from 0 to 3 (0 = no staining, 1 = weak staining, 2 = moderate staining, 3 = high staining), positive-stained cells were calculated as 0 = no positive cells, 1 = 1–25%, 2 = 26–50%, 3 = 51–75%, 4 = 76–100%. PD-L1 was scored by immunoreactive score (staining intensity × positive-stained cells).

### Human whole blood samples

Human T cells were obtained from human peripheral blood, which we get from the local blood bank. Informed consent from all subjects was obtained by the Central Institute for Blood Transfusion at the University Hospital Innsbruck. Mononuclear cells were isolated from human peripheral blood by density centrifugation using Ficoll Buffer (VWR, 17-5442-02). Magnetically sorted T cells (CD4: 130-045-101; CD8: 130-096-495, Miltenyi Kits) were used for transfection or stimulation.

### Human NSCLC samples

Five lung adenocarcinoma patients were analyzed for their expression of *NR2F6* on CD3^+^ TILs from single cell suspensions of primary tumors and peripheral mononuclear cells. Approval by the regional ethical board and written IC were given for all patients (AN 2014-0293342/4.5). Four out of five patients were female, median age at diagnosis was 64 years (min 58; max 79). One patient was diagnosed in pUICC stage IB, one in IIA, two IIB and one in stage IIIA. All underwent radical surgical procedures in curative intent without prior neoadjuvant therapies. Thawed cells from tumors and PBMC were stained with antibodies against the following antigens: EpCam (FITC, Miltenyi 130-080-301); CD45 (V450, BD Biosciences 560367); CD3 (BV480, BD Biosciences 566166), and EpCam negative, CD45 and CD3 positive cells were sorted directly into RLT buffer on a FACSAria I (BD Biosciences).

### RNAseq at the i-med DeepSeq Core Facility

5×10^5^ B16-OVA tumor cells were injected s.c. into wild-type or *Nr2f6*-deficient mice. Ab treatment with 0.5 mg anti-mouse PD-L1 (Clone10F.9G2; BE0101) or control Ab IgG2b (LTF-2; BE0090) was injected i.p. starting on d3 twice a week. On d14, tumors were harvested and digested as described above. T cells of *Nr2f6* wild-type and *Nr2f6*^−/−^ mice were pre-sorted with positive beads for CD4 (130-049-201) and CD8 (130-049-401) T cells using kits from Miltenyi and pooled. Isolated T cells were stained with fluorochrome-labeled antibodies recognizing mouse CD3 (17-0031-82, eBioscience). To exclude dead cells, 12.5 µg/ml DAPI was added. Cells were sorted on a BD FacsAria^TM^III Cell sorter (BD Biosciences) and directly collected in RLT buffer (Qiagen) with RNAsin (N2515, Promega). RNA was isolated using the RNeasy^®^ Mini Kit (205113, Qiagen). RNA integrity was verified with the Agilent Bioanalyzer. Ion Torrent^TM^ compatible libraries were generated from 20 ng total RNA input, using the QuantSeq 3′ mRNA-Seq Library Prep Kit from Lexogen (Lexogen, Vienna Biocenter, Austria). Barcoded libraries were multiplexed and sequenced on the Ion Torrent^TM^ Proton Sequencer (Ion torrent, Thermo Fisher Scientific). The Ion Torrent Suite was used for splitting of reads into barcodes, and initial quality filtering and adapter trimming, resulting in a final output of an average 28 million reads per sample. Data analysis has been performed blinded on a collaborative basis with Prof. Trajanoski at the local institute for bionformatics (http://icbi.i-med.ac.at/). The reads were first preprocessed through a high stringency quality control pipeline consisting of adapter removal with Cutadapt^44^ and quality trimming with Trimmomatic^45^ to remove bases with bad quality scores. All reads shorter than 22 nucleotides were removed. The quality-trimmed reads were then mapped to the mm10 reference genome using a two-step alignment method; alignment with STAR^46^ followed by alignment of the unmapped reads with Bowtie2. From the reads that mapped to multiple locations in the genome, only the primary alignment was retained. Gene-specific read counts were calculated using HTSeq-count. Differential expression analyses were performed using the R package DESeq2^47^. The *p-*values were adjusted for multiple testing based on false discovery rate (FDR) using the Benjamini−Hochberg approach. Analysis and visualization of Gene Ontology terms associated with differentially expressed genes was performed using ClueGO^48^. Both groups of genes (up and downregulated, *p-*value <0.05) were used as dual input for GO analysis. The biological terms are grouped together based on their shared genes where the similarity between terms is calculated using kappa statistics. The most significant term was chosen as a representative of the group (Benjamini−Hochberg correction). Gene set enrichment analysis (GSEA)^49^ was used to identify immune cell types that are overrepresented in a phenotype. Genes were ranked based on the log2FoldChange and used as an input to pre-ranked GSEA together with a collection of metagenes that correspond to distinct tumor-infiltrating leukocyte subtypes^50^.

### Ex vivo T-cell analysis

CD8^+^ or CD4^+^ T cells were isolated using either the mouse CD8 or CD4 T Cell Isolation Kit II or the human CD8 or CD4 T Cell Isolation Kit (Miltenyi Biotec). CD8^+^ or CD4^+^ T cells were activated in complete RPMI medium in the presence of plate-bound 2C11 for mouse or Okt3 for human (αCD3, 5 μg/ml) and soluble mouse or human αCD28 (1 μg/ml). Naïve mouse CD4^+^ T cells were isolated using the CD4^+^ CD62L^+^ T cell isolation kit II (Miltenyi). Polarization of these CD4^+^ T cells into Th17 cells was performed in complete IMDM medium supplemented with TGFβ (5 ng/ml), IL-6 (20 ng/ml), IL-23 (10 ng/ml), anti-IFNγ, and anti-IL-4 (2 μg/ml). Cells were harvested at the indicated time points.

### Gene expression analysis

Total RNA was isolated using the RNeasy^®^ Mini Kit (Qiagen). First-strand cDNA synthesis was performed using oligo(dT) primers (Promega) with the Qiagen Omniscript RT kit, according to the instructions of the supplier and as described previously^22^. Expression analysis was performed using real-time PCR with an ABI PRIM 7000 or ABI PRIM 7500fast Sequence Detection System with TaqMan gene expression assays (Applied Biosystems); all mouse expression patterns were normalized to *Gapdh;* all human expression patterns were normalized to *GAPDH* or *EEF1A2*.

### irAE method

1×10^4^ MC38 (purchased from the ATCC) were injected subcutaneously (s.c.) into the left flank of 8-week-old female wild-type or *Nr2f6*^−/−^ mice. In vivo antibody blockade was utilized administering 0.25 mg of anti-mouse PD-L1 (Clone10F.9G2; BE0101) or corresponding IgG2b (LTF-2; BE0090) i.p. twice a week in the first month, and once a week in the following two months. Tumor growth was monitored one to three times a week by measuring tumor length and width. Weight was measured every 2 weeks and small blood samples were taken three times (beginning, middle and end of experiment) for whole blood count analysis using a Vet abc classic hematology system.

### Western blotting

Cells were washed, and lysed in lysis buffer. Whole-cell extracts or nuclear extracts were electrophoresed on NuPAGE gels (Invitrogen) and transferred to PVDF membranes. Protein lysates were subjected to immunoblotting with antibodies against NR2F6 (FisherScientific Inc., USA: Proteintech 2H2B8, 60117-2, 1:1000), and Actin (Santa Cruz Biotechnology Inc., USA: sc-1615, 1:1000). The uncropped scans are shown in supplementary information (Supplementary Fig. 7).

### Extracellular acidification assay

CD3^+^ T cells were stimulated with anti-CD3/anti-CD28 for 3 days in RPMI medium and maintained in a CO_2_-free incubator at 37 °C for 3 h prior to measurement. Growth medium was removed and cells were washed with respiration buffer. 150 µl of respiration buffer containing pH probe was added. Reagents were preheated to measurement temperature prior to use. All plates were measured kinetically on a multilabel plate reader (PHERAstar, BMG Labtech) at 37 °C for a minimum of 30 min in time-resolved fluorescence (TR-F) mode using a standard Europium filter set (340 ± 50 nm excitation and 615 ± 8.5 nm emission). Two TR-F intensity signals were measured at delay times of 100 and 300 µs and a measurement window of 30 µs. Using Microsoft Excel, these readings were converted to lifetime value *s* = (*t*1–*t*2)/ln(*D*1/*D*2), where *s* is lifetime, *t* is delay time, and *D* is intensity values. ECA was assessed as the rate of increase of probe signal (reflecting a decrease in [H+]). OA (Oxamic acid, 1 µM) was used as a negative control. The MitoXpress^®^—pH Xtra™ Glycolysis Assay Kit from Luxcel (Cat No. PH-100) was used.

### Statistics

Data were analyzed using Prism 5.03 software (GraphPad Software). Experiments were repeated at least two times with a minimum sample size (*n*) of three. Data are represented as indicated (either the mean ± SEM or ±SD) for all figure panels in which error bars are shown. Overall survival was expressed using the Kaplan−Meier method, and differences between groups were determined using the log-rank test. The *p-*values were assessed using two-tailed unpaired Student’s *t-*test, or two-way ANOVA. A *p* value of <0.05 was considered statistically significant. *p < 0.05; **p < 0.01; ***p < 0.001.

### Data availability

The RNAseq data have been deposited in GEO under the accession number GSE111796 The authors declare that all the other data supporting the findings of this study are available within the article and its Supplementary Information files and from the corresponding authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

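RNA from CD3+ TILs of B16-OVA tumors harvested at d14 was sequenced from 18 samples, 3 of *Nr2f6*+/+ and 3 of *Nr2f6*-/- mice with IgG2b and 6 of each genotype with anti-PD-L1. Genotype, treatment and replicate number were taken from the sample labels and the paper. The replicate numbers are shared between groups, but the samples are from different mice, so the numbers give no natural pairing. The library numbers in the labels form 2 sets, and the second set holds replicates 4 to 6 of the anti-PD-L1 groups only. The 16 samples of Fig. 3a were read by eye from the library numbers printed in that panel, where single digits were not fully certain.

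The authors trimmed the reads with Cutadapt and Trimmomatic, removed reads shorter than 22 nucleotides, mapped them to mm10 with STAR and the unmapped reads with Bowtie2, kept the primary alignment of reads with several positions and counted reads per gene with HTSeq-count. They used DESeq2 for differential expression. The authors deposited a signal value per gene and sample, which is the read count divided by 1 size factor per sample, with replicates not pooled. The paper's text does not name the annotation, the strand setting or the tool versions, so overlapping and antisense genes, and genes with near-identical copies such as the histone genes, are uncertain where reads could be assigned to either. All 18 columns of values were used.

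In each column all values were whole multiples of 1 step. Dividing by this step gave whole numbers of reads for 100% of the values, with size factors between 0.823 and 1.22. The reads counted on genes were between 12473391 and 18609482 per sample with a median of 16554699. The floor was set at 3 reads, between 2.46 and 3.64 normalized counts. The kit's reads carry no molecular identifiers in the deposited values, so floors cover counting error only. No 2 of the 18 columns were identical (0 of 153 pairs).

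Because the deposited values are not counts, the main test was limma (version 3.58.1 in R 4.3.3) on log2(normalized count + 1). Genes with a mean of at least 10 normalized counts over the 18 samples were kept, 11992 of 37236. One model of the 4 group means was fitted over all 18 samples with eBayes and its trend option, and each comparison was a contrast of this model. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05. All adjusted p-values of single genes are from limma unless another tool is named. Means of marker lists and the log2 ratio of *Cd8a* to *Cd4* were compared with exact permutation tests, and differences of treatment effects between genotypes with a permutation test of the genotype labels within treatment (18480 reassignments). Principal component analysis was centred and not scaled, over the 500 most variable genes.

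Gene sets were tested with fgsea (version 1.28.0) on the log2 fold changes of the main test, with weight 1 and sets of 5 to 1000 genes. The 10 Reactome sets are those shipped with fgsea, and the T cell, Th1, cytotoxic effector and histone lists were written in advance. The paper's GO terms, ClueGO groups, metagenes, Supplementary Tables and Supplementary Fig. 3 are not used here. Of the gene symbols, 28334 (76.1%) were matched to Entrez genes. Gene positions are from the RefSeq annotation of GRCm38.p6, the assembly that mm10 stands for.

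The genes named were *Nr2f6*, every gene of the heat map and legend of Fig. 3f, *Ifng*, *Il2*, *Tnf*, *Pdcd1*, *Cd274*, *Ctla4*, *Nr2f1*, *Nr2f2*, *Cd4*, *Cd8a*, the genes of the marker lists and, per comparison, the 5 largest increases and 5 largest decreases among genes past the threshold whose samples did not overlap. One gene of Fig. 3f is not reported here on its own and was left out of the plot and of the search for single samples far from their group. Where another gene is named, the text says that it was chosen after its values were seen.

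The alternatives tried were a pseudocount of 0.5 or 10, no filter or a mean of at least 50, quantile normalization, scaling to the same total, fitting only the groups compared, the 16 samples of Fig. 3a, the library set as a covariate, the replicate number as a block, each library set alone, sample weights, edgeR (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, the unadjusted p, and leaving out each replicate in turn. For gene sets, ranking by limma's moderated t and the limma functions camera (inter-gene correlation 0.01) and fry were also run. For genes near *Nr2f6*, distances of 10 and 40 Mb were set beside 20 Mb, and for the principal component analysis 2000 genes beside 500.

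The tests were checked on simulated data, drawn for 11563 genes from the real means and depths with 200 changed genes. In them limma recovered 99 changed genes (49.5%), and 97 of the 119 (81.5%) with a mean of at least 200, and called 4 others. It called 1 gene in a comparison without change. In the same simulation edgeR recovered 103 and called 5 others, and DESeq2 recovered 111 and called 54 others, with 53 in the comparison without change. All simulated changes had the same size, larger than that of any gene drawn in Fig. 3f, whose log2 fold changes lay between −1.74 and 1.75. Recovery of smaller changes was not simulated, so these shares do not hold for them.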

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

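The counts over other splits of the samples, the tests on *Tpm4*, the scores without *Tnf*, the melanocyte marker covariate and the test of B cell marker co-movement were chosen only after the result was seen.

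A single sample far from the others of its group was looked for in the 6 samples of each anti-PD-L1 group, for each gene named from this comparison, marker list and gene set, for total reads, genes detected and the first 2 principal components, and 7 stood out, where chance, 1 in 20 of the groups of values examined, gives 5.1. Values are on the log2 scale. In *Nr2f6*+/+ anti-PD-L1, replicate 4 had 8.18 for the mean of the set of lymphoid and non-lymphoid cell interactions, against 8.76 in the nearest and 8.92 in the farthest sample. Replicate 5 had 10.54 for *Klrd1* (nearest 11.57, farthest 12.15). Replicate 2 had 0 for *Tnf* (nearest 5.89, farthest 8.87) and 8.06 for *Gm24265* (nearest 6.72, farthest 6.52). In *Nr2f6*-/- anti-PD-L1, replicate 1 had 9.98 for TCR signaling (nearest 9.72, farthest 9.62), replicate 6 had 8.61 for glucose metabolism (nearest 8.45, farthest 8.36), and replicate 5 had 6.12 for *Tnf* (nearest 8.19, farthest 9.26). *Gm24265* was chosen by the rule for the largest changes. These samples were not the ones with the fewest reads of their groups, which were *Nr2f6*+/+ replicate 1 with 13963967 and *Nr2f6*-/- replicate 3 with 12473391 reads. *Nr2f6*+/+ replicate 2 had the fewest genes detected of all samples (11107) and the largest share of reads in its 10 top genes (14.9%). *Nr2f6*-/- replicate 6 had the fewest genes detected of its group (11626), whereas replicate 1 had the most (12706). The other flagged samples lay between the extremes of their groups. Library quality is therefore not ruled out for *Nr2f6*+/+ replicate 2. The number of such samples is near what chance gives, and no biological explanation was tested for them. The *Tnf* value of 0 carries weight in results that hold this gene. Leaving out each sample in turn moved its log2 fold change between the genotypes with anti-PD-L1 from 0.66 to 2.43. The same sample had the lowest mean of its group for the Th1 markers (10.24) and for TNF signaling (8.04). Without *Tnf* in the lists, the difference between the genotypes with anti-PD-L1 was 0.25 in place of 0.35 for the Th1 markers (exact permutation test, p = 0.0758 in place of 0.0411) and 0.035 in place of 0.25 for TNF signaling (exact permutation test, p = 0.784 in place of 0.323).

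Between *Nr2f6*-/- and *Nr2f6*+/+ mice with anti-PD-L1, 17 genes besides *Nr2f6* were past the adjusted threshold and are not named in Fig. 3f or its legend. They were *Tpm4*, *Rgs2*, *Tff1*, *Gm24265*, *Utf1*, *Entpd1*, *Egr1*, *Gem*, *Mvb12a*, *Mrpl45*, *Penk*, *Sema4a*, *Arrb1*, *S100a6*, *Enpp2*, *Tctex1d2* and *Gm24497*, of which *Egr1*, *Mvb12a*, *Penk*, *Sema4a*, *Arrb1*, *S100a6*, *Enpp2* and *Tctex1d2* were named after their values were seen. Of the 32 splits of the 12 samples that part same-numbered samples, 1, the real one, gave as many genes as the 21 called, and the others gave at most 2. The 68 other splits drawn, which keep some same-numbered samples together, gave at most 17. A mixture of CD4+ and CD8+ cells that differs between samples was tested with the log2 ratio of *Cd8a* to *Cd4* as a covariate, and 13 of the 21 genes kept an adjusted p under 0.05. RNA from other cells was tested with the mean of the macrophage markers as a covariate, and 13 of the 21 again kept it, and with the mean of the melanocyte markers, which stand for tumor cells, with 12 of the 21. All 21 kept an unadjusted p under 0.05 with each. The covariates hardly moved the fold changes, with a median ratio of 0.984, 0.980 and 1.07 to those without a covariate, so these explanations were not seen to act but are not ruled out, and other cell types were not tested as a covariate. Each library set holds 3 samples of each genotype. With the library set as a covariate 29 genes were called, all 21 among them, and the 21 had the same direction in both sets, which were part of the data they were chosen from. With 3 against 3 samples, the first set alone gave 34 genes, 5 of them among the 21, and the second gave 0, with 755 genes at an unadjusted p under 0.05. A difference between library sets therefore did not explain the calls. Reads shared between similar genes were not tested, so this source and a mixture of cells remain open for single genes.

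*Tpm4* was lower in *Nr2f6*-/- mice with anti-PD-L1, with a log2 fold change of −1.74 (adjusted p = 8.06e-07 from limma; between 1.42e-17 and 0.450 over 27 alternatives), and lies 0.753 Mb from *Nr2f6*. It was −1.69 in the first and −1.80 in the second library set. Mice made by gene targeting can keep sequence of the donor strain around the targeted gene. If such a strain variant were the source, genes near *Nr2f6* should differ by genotype more often than others. Over the mean of the genotype effects under both treatments, 1 of 213 genes within 20 Mb was past the adjusted threshold against 4 of 10799 others (Fisher's exact test, p = 0.0931). That gene is *Tpm4* itself, so neither this count nor the 2 of 100 reassignments of genotype within same-numbered pairs that gave as many, the real one included, tells about its neighbors. At an unadjusted p under 0.05 there were 34 of 213 (16.0%) against 910 of 10799 (8.43%; Fisher's exact test, p = 0.000438). Without *Tpm4* there were 33 of 212 (15.6%; Fisher's exact test, p = 0.000708), and 1 of 100 reassignments, the real one, gave as large an excess over the other genes. The share was 22.1% within 2 Mb and 8.42% on other chromosomes. With IgG2b the log2 fold change of *Tpm4* was −0.97, so an effect present only with anti-PD-L1 was not seen. *Mvb12a*, chosen after its values were seen, lies 0.161 Mb from *Nr2f6* and had an adjusted p of 0.0257 from limma (between 0.00175 and 0.530 over 27 alternatives), with log2 fold changes of −1.58 in the first and −2.42 in the second library set. A strain variant or an effect of the targeted allele on its neighbors therefore remains a candidate explanation for *Tpm4*, and the data do not separate the 2 from an effect of the NR2F6 protein.

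The change of the Th1 markers with anti-PD-L1 differed between the genotypes by 0.44 on the log2 scale (permutation test of the interaction, p = 0.0170, adjusted p = 0.170 over 20 scores, so not past the threshold after adjustment). In *Nr2f6*-/- mice 6 of 6 anti-PD-L1 samples lay above the IgG2b mean, and in *Nr2f6*+/+ mice 4 of 6 lay below it. Within the first library set the change was 0.45 in *Nr2f6*-/- and −0.23 in *Nr2f6*+/+ mice, and the second set holds no IgG2b samples. With the log2 ratio of *Cd8a* to *Cd4* as a covariate the difference was 0.46. The covariate hardly moved the value, so an effect of the mixture of CD4+ and CD8+ cells was not seen, but it is not ruled out. Without *Tnf*, a member with single samples far from the others, the difference was 0.39 (permutation test of the interaction, p = 0.0213). RNA from other cells was not tested here for this list. A dependence of the Th1 response to PD-L1 blockade on *Nr2f6* may be present, as a hypothesis that failed the adjustment.

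The B cell markers changed with anti-PD-L1 in opposite directions by genotype, with a difference of 3.43 between the 2 changes (permutation test of the interaction, p = 0.00411, adjusted p = 0.0823 over 20 scores, so not past the threshold after adjustment). They fell by 2.11 in *Nr2f6*+/+ mice and rose by 1.31 in *Nr2f6*-/- mice, in 6 of 6 samples each. Within the first library set the changes were −1.84 and 1.74. In sorted T cells such transcripts could come from remaining B cells, in which case the markers should rise and fall together among samples of a group. The mean correlation of their deviations from the group means was −0.105 over the 5 markers expressed, below the 95th percentile of 0.155 of random lists of the same size. Contamination by B cells was thus not borne out by this test. The test rests on 5 genes, 3 of them at 0 in some samples, and no biological explanation was tested.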

How the results depend on the processing

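The alternatives were chosen before the data were examined, except the shortened list of immediate-early genes, given among the other observations, and the lists without *Tnf*, which were chosen only after the result was seen. Where a result changed under an alternative, the cause was not tested.

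Over the alternatives run for it, the share of variance between the groups kept its side of the threshold. It was from 8.22% to 11.6% for genotype and from 10.2% to 19.6% for treatment. Across the 16 fits that each left out 1 replicate it was from 8.86% to 10.1% and from 15.6% to 18.4%. In each alternative the permutation p was the smallest its assignments allow, so it cannot show how far the separation moved. *Nr2f6* was lower in *Nr2f6*-/- mice in each alternative run for it. Across the fits that left out a replicate, its log2 fold changes were from −6.48 to −5.90 with anti-PD-L1 and from −5.93 to −4.80 with IgG2b. With a pseudocount of 10 these were −3.07 and −2.42. The 34 genes drawn in Fig. 3f all had the drawn direction in every alternative run for this count except the second library set alone, with 33. Scaling to the same total and sample weights were not run for it.

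The counts of genes past the adjusted threshold moved more. For genotype with anti-PD-L1 (21 genes) the count was 9 with no filter, 4 with only the groups compared in the fit, 34 and 0 in the first and second library set, 184 with DESeq2 and 1167 at an unadjusted p under 0.05. DESeq2 kept all 21 of the genes, and only the groups compared kept 4. The balance of directions moved as well with DESeq2. It gave 36 higher and 58 lower genes for treatment in *Nr2f6*+/+ mice, where limma gave 0 and 29, 143 and 87 in *Nr2f6*-/- mice (limma 16 and 23), 92 and 85 for the combination (limma 19 and 55) and 112 and 169 for the mono-therapies (limma 36 and 19). For genotype with IgG2b (0 genes) it was 1 with a pseudocount of 10, 14 with no filter, 4 with sample weights, 88 with DESeq2 and 641 at an unadjusted p. For treatment in *Nr2f6*+/+ mice (29 genes) it was 60 with a pseudocount of 10, 19 with a mean of at least 50, 15 with only the groups compared, 12 with the library set as a covariate, 87 with sample weights, 19 with edgeR, 94 with DESeq2 and 868 at an unadjusted p. For treatment in *Nr2f6*-/- mice (39 genes) it was 17 with no filter, 19 with only the groups compared, 8 in the first library set, 230 with DESeq2 and 1163 at an unadjusted p. Between the combination and IgG2b-treated *Nr2f6*+/+ mice (74 genes) it was 116 with a pseudocount of 10, 300 with sample weights, 41 with edgeR, 177 with DESeq2 and 1084 at an unadjusted p. Between the mono-therapies (55 genes) it was 28 with no filter, 22 with only the groups compared, 32 with the 16 samples of Fig. 3a, 25 with the library set as a covariate, 36 in the first library set, 281 with DESeq2 and 1338 at an unadjusted p. For the interaction (0 genes) it was 5 with no filter, 76 with DESeq2 and 596 at an unadjusted p.

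The fits that each left out one replicate gave from 9 to 27 genes for genotype with anti-PD-L1, 0 for genotype with IgG2b, from 6 to 29 for treatment in *Nr2f6*+/+ and from 13 to 41 in *Nr2f6*-/- mice, from 10 to 68 for the combination, from 20 to 55 for the mono-therapies and 0 for the interaction. In the simulated comparison without change DESeq2 called 53 genes, limma 1 and edgeR 0. The simulated changes were recovered by limma in 81.5% of genes with a mean of at least 200 and in 49.5% over all, so changes in genes with low counts are missed more often. These shares hold for changes of the simulated size, which was larger than that of any gene drawn in Fig. 3f. Whether the depth or the spread between samples sets this was not tested.

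The replicate block, with the replicate number as a block, gave 12 genes for treatment in *Nr2f6*+/+ mice and 16 for the mono-therapies, and 5 of the Fig. 3f genes passed with it, *Klrd1* and *Nfkbiz* besides the 3. Same-numbered samples are different mice. The deviations from the group means correlated by 0.00659 on average over 21 same-numbered pairs and by −0.00141 over 96 other pairs.

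Of the Fig. 3f genes (3 past the adjusted threshold), 6 passed with a pseudocount of 10, 1 with only the groups compared, 5 with the 16 samples of Fig. 3a, 7 with the library set as a covariate, 5 and 0 in the first and second library set and 17 with DESeq2, and from 2 to 6 across the fits that left out a replicate.

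No gene set passed with fgsea on the log2 fold changes (0 sets, and 1 at an unadjusted p under 0.05). A pseudocount of 10, no filter and a mean of at least 50 gave 1 each, the first library set 2, the second 1, ranking by moderated t 7, camera 6 (5 higher and 1, translation, lower) and fry 4, and the fits that left out a replicate from 0 to 1. Several enrichment scores changed sign. Lymphoid and non-lymphoid cell interactions (0.78) was −0.74 with a pseudocount of 10, −0.79 with a mean of at least 50, −0.72 with the 16 samples and −0.88 in the first library set, and from −0.88 to 0.99 across the fits that left out a replicate. Cytotoxic effectors (0.95) was −0.94 with the 16 samples and −0.85 in the second set (from −0.99 to 1.13 when leaving out a replicate). Wnt signaling (0.73) was −0.70 in the first set and with edgeR and −0.65 with DESeq2 (from −0.57 to 0.89). In the second set TNF signaling was −0.42, translation 0.75, CD28 costimulation −0.68 and the histone genes 1.72 (adjusted permutation p = 0.0199, between 0.00273 and 0.993 over the alternatives). CD28 costimulation was −0.58 with edgeR and −0.55 with DESeq2, the histone genes 0.87 and 0.80 (from −1.20 to 1.09 when leaving out a replicate) and glucose metabolism 1.07 and 1.64. TCR signaling was from −0.67 to 1.00 when leaving out a replicate, and IFNγ signaling 1.29 with moderated t. Translation (−1.37) was −2.88 with moderated t (adjusted permutation p = 7.95e-20) and −2.02 in the first set (adjusted permutation p = 6.38e-07), with adjusted p up to 0.994 over the alternatives ranked with fgsea, and camera gave it an adjusted p of 2.75e-06.

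*Pdcd1* between the genotypes with anti-PD-L1 (log2 fold change 0.03) was −0.12 in the first library set and from −0.043 to 0.11 when leaving out a replicate, and *Cd274* (0.28) was −0.30 in the second set and from −0.0018 to 0.58. The difference of the log2 ratio of *Cd8a* to *Cd4* was from −0.23 to 0.81 for genotype with IgG2b when leaving out a replicate, −0.11 for treatment in *Nr2f6*+/+ mice with the 16 samples (from −0.11 to 0.56), and for the mono-therapies −0.64 in the first set and −0.065 with *Cd8b1* in place of *Cd8a* (from −0.50 to 0.54). None of these differences passed a test.

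The share of genes near *Nr2f6* past the threshold (0.469%) was 0.806% within 10 Mb and 0.260% within 40 Mb. At an unadjusted p it was 16.0%, and with the library set as a covariate 1.41% (Fisher's exact test, p = 0.00638). Over single named genes, 389 values were weaker, 21 stronger, 6 reversed and 1138 unchanged in their call, and over gene sets 16 were stronger, 33 reversed and 315 unchanged. Quantile normalization moved the median of all genes by 0.10 for treatment in *Nr2f6*+/+ mice and by 0.11 for the combination, and changes relative to that median are the ones to compare under it.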

Differences from the paper's values

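The paper reports an average of 28 M reads per sample after quality filtering and adapter trimming, and the reads counted on genes, recovered from the deposited values, were 16.3 M on average (SD 1.57 M, n = 18). None of the alternatives set before the data were examined changes this number, since all use the same reads.

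The paper describes 4 clusters in its principal component analysis. Over the 16 samples read from Fig. 3a the genotypes did not overlap on the second component, and over all 18 samples they did, with *Nr2f6*+/+ anti-PD-L1 up to 8.01 and *Nr2f6*-/- anti-PD-L1 from 5.02.

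The paper states that control or mono-therapy groups differed in their gene expression programs, and its text does not name the pairs compared. With limma, 29, 39 and 55 genes differed for treatment in *Nr2f6*+/+ mice, for treatment in *Nr2f6*-/- mice and between the mono-therapies, whereas 0 genes differed between *Nr2f6*-/- and *Nr2f6*+/+ mice with IgG2b after adjustment, and 641 at an unadjusted p under 0.05. Settings with calls were no filter with 14 genes, sample weights with 4, a pseudocount of 10 with 1 and DESeq2, the tool the paper used, with 88. With IgG2b limma did not call *Nr2f6* itself, a gene with 0 reads in all *Nr2f6*-/- samples. The 0 genes therefore cannot tell against the paper's statement.

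The paper gives nucleosome assembly as decreased, from ClueGO terms overrepresented among its differentially expressed genes. No overrepresentation test was run here, and enrichment of a ranked list is a different test on other sets. The sign of a score that did not pass the threshold therefore cannot contradict the paper's term. The Reactome set of that name had an enrichment score of 1.20, and it was above 0 in all alternatives run for gene sets, between 0.63 and 1.51. The histone genes had −0.84, with −1.83 in the first and 1.72 in the second library set (adjusted permutation p = 0.00273 and 0.0199; up to 0.993 over the alternatives), 0.80 with DESeq2 and 0.87 with edgeR, so their sign depends on the setting.

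The paper gives IFNγ signaling as increased, also from ClueGO, so the same limit holds. The Reactome set had a score of −0.91, and among the alternatives it was above 0 with ranking by moderated t, at 1.29 (adjusted permutation p = 0.127; between 0.127 and 0.994 over the alternatives ranked with fgsea). Camera and fry also gave it as higher, with an adjusted p of 0.458 and 0.235.

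The paper gives cell-mediated cytotoxicity, TCR signaling, TNF signaling and Wnt signaling as increased, from ClueGO. It gives T cell and Th1 genes as enriched, from pre-ranked GSEA. Only the latter is the same kind of test as here, with other gene lists. In the main setting the scores had this direction, at 0.95, 0.90, 0.94, 0.73, 1.45 and 1.29. The 1 set with an unadjusted p under 0.05 was translation, and 0 sets passed the adjusted threshold with fgsea on the log2 fold changes. Ranking by moderated t brought the cytotoxic effectors, TCR signaling, T cell and Th1 markers past it, and so did camera and fry. TNF and Wnt signaling did not pass under any setting run for gene sets. The direction was not stable for all sets. Cytotoxic effectors had −0.94 with the 16 samples of Fig. 3a and −0.85 in the second library set. Wnt signaling had −0.65 with DESeq2, and −0.70 with edgeR and in the first set. TNF signaling had −0.42 in the second set, and TCR signaling went down to −0.67 when leaving out a replicate. T cell and Th1 markers stayed above 0.

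The paper calls the genes of Fig. 3f deregulated. Of the 46 genes, 3 passed the adjusted threshold. DESeq2 on the recovered reads called 17, among them *Adcy7*, *Ccl5*, *Cd8b1*, *Cd28*, *Flt3l*, *Igtp*, *Itpkb*, *Klrd1*, *Ly6c2*, *Nfatc1*, *Nfkbiz*, *Prkacb*, *Socs3*, *Id3*, *Cd48* and *Tnfaip3*. A pseudocount of 10 added *Nfatc1*, *Socs3* and *Tnfaip3* to the 3, and the 16 samples of Fig. 3a added *Cd8b1* and *Nfatc1*. The library set as a covariate added *Klrd1*, *Nfatc1*, *Nfkbiz* and *Tnfaip3*, and sample weights and edgeR each added *Nfkbiz*. The first library set called *Junb*, *Ly6c2*, *Nfkbiz*, *Socs3* and *Tnfaip3*. Fits that left out a replicate added *Nfatc1*, *Tnfaip3*, *Cd8b1*, *Nfkbiz* or *Socs3*. The 3 genes were not always kept. *Flt3l* was lost without *Nr2f6*-/- anti-PD-L1 replicate 2, 3 or 6 and without *Nr2f6*+/+ anti-PD-L1 replicate 1, 4 or 5. With only the groups compared in the fit, *Ccl5* alone passed. The first library set called neither *Ccl5* nor *Flt3l*, and the second called 0 genes. At an unadjusted p under 0.05 there were 40.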

Other observations

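The library set, library size and heat shock tests of treatment, the co-movement test of the melanocyte markers, the library set test of the immediate-early genes by genotype and the counts over other splits were chosen only after the result was seen.

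Other splits of the samples were counted for each comparison that had calls, among those that part the same-numbered samples. For treatment in *Nr2f6*+/+ mice 1 of 8 splits gave as many genes as the 29 called, the real one, and the others gave at most 2. For treatment in *Nr2f6*-/- mice it was 1 of 8 (others at most 5), for the combination 1 of 8 (others at most 48) and for the mono-therapies 1 of 8 (others at most 0). In 8 splits no share under 0.05 is possible. Among the 76 splits that keep some same-numbered samples together, 1 gave at least the 39 genes of treatment in *Nr2f6*-/- mice, with 112. For genotype with IgG2b, where 0 genes were called and 641 had an unadjusted p under 0.05, 4 of 4 splits gave as many, and for the interaction with 0 genes (596 at an unadjusted p) 100 of 100 did, as they must. For the Fig. 3f genes 1 of 32 splits gave as many, but the list holds the paper's own calls on these samples. For the gene sets 32 of 32 gave as many as the 0 found, with 1 set at an unadjusted p under 0.05.

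Macrophage marker genes were lower with anti-PD-L1. The mean of the 14 markers differed by −2.95 in *Nr2f6*+/+ and −3.11 in *Nr2f6*-/- mice (exact permutation test, p = 0.0119 each, the smallest these group sizes allow, adjusted p = 0.0595 over 20 scores), in 6 of 6 samples each. A candidate explanation is RNA from macrophages that remained after sorting and were fewer with anti-PD-L1. The markers moved together among samples of the same group, with a mean correlation of 0.248 against a 95th percentile of 0.0614 of random lists matched on expression. A difference between library sets did not explain it, since it was −3.22 within the first set, nor did library size (exact permutation test of total reads, p = 0.702). With the markers' mean as a covariate, 1 of the 29 genes of treatment in *Nr2f6*+/+ mice kept an adjusted p under 0.05 from limma, and 22 kept an unadjusted one. The covariate nearly follows the treatment, so this does not separate the 2. RNA from other cells therefore remains a candidate source for part of the treatment genes, and fewer macrophages in the tumor or a different purity of the sort are not told apart.

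Immediate-early genes, which rise within minutes of cell activation or stress, were higher in *Nr2f6*-/- than in *Nr2f6*+/+ mice with anti-PD-L1 by 0.61 (exact permutation test, p = 0.0238, adjusted p = 0.234 over 20 scores), with 5 of 6 samples above all *Nr2f6*+/+ samples. The list, with 31 genes tested, was written after the called genes were seen, and holds 3 called genes and 5 genes of Fig. 3f. Without all genes called in any comparison and the genes of Fig. 3f, a shortening chosen after the values were seen, 19 genes were left and the difference was 0.32 (exact permutation test, p = 0.193), 0.40 in the first and 0.24 in the second library set. Stress during tissue digestion would raise heat shock genes as well, but these differed by −0.31 (exact permutation test, p = 0.0584). The log2 ratio of *Cd8a* to *Cd4* as a covariate left the difference at 0.60, so it hardly moved the value and the mixture of cells is not ruled out. It was 0.79 in the first and 0.43 in the second library set, which were part of the data that drew attention to it. With IgG2b the full list was higher by 0.34 in *Nr2f6*-/- mice, in 3 of 3 samples. The exact permutation test gave p = 0.1 there, the smallest that 3 against 3 mice allow (adjusted p = 0.4). The pattern may reflect more recent activation of the T cells, but it cannot be told apart from the choice of the list.

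The same genes were lower with anti-PD-L1, by −1.50 in *Nr2f6*+/+ and −1.22 in *Nr2f6*-/- mice (exact permutation test, p = 0.0119 each, the smallest possible, adjusted p = 0.0595), in 6 of 6 samples each, and by −1.38 and −0.93 within the first library set. The shortened list gave −1.36 and −1.34 (exact permutation test, p = 0.0119 each), and −1.16 and −1.07 within the first set. With the macrophage markers as a covariate the difference in *Nr2f6*+/+ mice was −1.28, but this covariate nearly follows the treatment, so RNA from macrophages cannot be told apart from it. Stress during tissue digestion would move heat shock genes the same way, and these were lower too, by −0.23 in *Nr2f6*+/+ mice (exact permutation test, p = 0.226, in 5 of 6 samples) and by −0.31 in *Nr2f6*-/- mice (exact permutation test, p = 0.0476, adjusted p = 0.119, in 6 of 6 samples), and by −0.34 and −0.39 within the first library set. Digestion stress therefore remains a candidate explanation. A difference in handling time between treatments was not tested and could not be, so the pattern stays a hypothesis.

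The IFNγ signaling set was lower with anti-PD-L1 in both genotypes, by −0.43 in *Nr2f6*+/+ and −0.47 in *Nr2f6*-/- mice (exact permutation test, p = 0.0119 each, the smallest possible, adjusted p = 0.0595), in 6 of 6 samples each, and by −0.46 and −0.44 within the first library set. The melanocyte markers differed by −1.63 between *Nr2f6*-/- and *Nr2f6*+/+ mice with anti-PD-L1 (exact permutation test, p = 0.0541, adjusted p = 0.234), lower in 5 of 6 samples than the *Nr2f6*+/+ mean, and by −0.84 in the first and −2.41 in the second library set. With IgG2b the difference was −1.55 (exact permutation test, p = 0.1, the smallest that 3 against 3 mice allow), in 3 of 3 samples. B16-OVA tumor cells are melanoma cells, so RNA from tumor cells that remained after sorting is a candidate explanation. The markers moved together among samples of the same group, with a mean correlation of 0.375 against a 95th percentile of 0.0926 of random lists matched on expression, so this explanation remains. No explanation was tested for the IFNγ set, and no biological one for the melanocyte markers.

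*Pdcd1* and *Cd274*, the genes of PD-1 and PD-L1, did not differ between the genotypes with anti-PD-L1 (log2 fold changes 0.03 and 0.28, adjusted p = 0.967 and 0.888 from limma), nor did *Il2* (0.41, adjusted p = 0.853), *Ctla4* (0.53, adjusted p = 0.592) and *Cd4* (−0.12, adjusted p = 0.924). *Cd8a* was at 0.54 (adjusted p = 0.278) and *Cd8b1* at 0.67 (adjusted p = 0.121). *Nr2f1* and *Nr2f2*, relatives of *Nr2f6*, were detected in few reads, with *Nr2f1* at 0 in all 6 IgG2b samples.

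Many genes with moderate means were listed at 0 in single samples. Among genes with a mean of 10 to 20 normalized counts 53.8% of the values were 0, against 30.8% at 20 to 50, 9.88% at 50 to 100, 2.30% at 100 to 200 and 0.241% at 200 to 500. Counting error at this depth would leave 0.000674% at 0 among those with a mean of 10 to 20. A candidate explanation was that few starting molecules were each read many times, so that a rare gene found at all holds many reads. Genes found in 1 to 3 samples held a median of 1 read where found (6678 genes, 59.6% at 1 read), so for these rare genes it was not borne out. They are rarer than the genes above, for which the explanation was not tested and stays open. Library size was not related to the share of zeros either (Spearman's rho 0.348, permutation p = 0.158; Pearson's r 0.263, permutation p = 0.293; 0.244 without the 2 samples farthest from the median).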
